# mt-tRNAs in the polymerase gamma mutant heart

**DOI:** 10.20517/jca.2023.26

**Published:** 2023-10-18

**Authors:** M. Bilal Bayazit, Ashley Francois, Erin McGrail, Federica Accornero, Matthew S. Stratton

**Keywords:** Cardiac aging, mt-tRNA, UPR^MT^, POLG

## Abstract

**Introduction:**

Mice harboring a D257A mutation in the proofreading domain of the mitochondrial DNA polymerase, Polymerase Gamma (POLG), experience severe metabolic dysfunction and display hallmarks of accelerated aging. We previously reported a mitochondrial unfolded protein response (UPT^mt^) - like (UPR^mt^-like) gene and protein expression pattern in the right ventricular tissue of POLG mutant mice.

**Aim:**

We sought to determine if POLG mutation altered the expression of genes encoded by the mitochondria in a way that might also reduce proteotoxic stress.

**Methods and Results:**

The expression of genes encoded by the mitochondrial DNA was interrogated via RNA-seq and northern blot analysis. A striking, location-dependent effect was seen in the expression of mitochondrial-encoded tRNAs in the POLG mutant as assayed by RNA-seq. These expression changes were negatively correlated with the tRNA partner amino acid’s amyloidogenic potential. Direct measurement by northern blot was conducted on candidate mt-tRNAs identified from the RNA-seq. This analysis confirmed reduced expression of MT-TY in the POLG mutant but failed to show increased expression of MT-TP, which was dramatically increased in the RNA-seq data.

**Conclusion:**

We conclude that reduced expression of amyloid-associated mt-tRNAs is another indication of adaptive response to severe mitochondrial dysfunction in the POLG mutant. Incongruence between RNA-seq and northern blot measurement of MT-TP expression points towards the existence of mt-tRNA post-transcriptional modification regulation in the POLG mutant that alters either polyA capture or cDNA synthesis in RNA-seq library generation. Together, these data suggest that 1) evolution has distributed mt-tRNAs across the circular mitochondrial genome to allow chromosomal location-dependent mt-tRNA regulation (either by expression or PTM) and 2) this regulation is cognizant of the tRNA partner amino acid′s amyloidogenic properties.

## INTRODUCTION

Mitochondrial function and mitochondria-derived signals play central roles in many pathologies, including those associated with aging. Several mitochondrial diseases in humans are attributed to mutations in the mitochondrial DNA polymerase, Polymerase Gamma (POLG) (reviewed in^[1]^). Mouse models recapitulating these POLG mutations display severe metabolic dysfunction and accelerated aging phenotypes including hair loss, weight loss, brittle bones, cardiac dysfunction, and early mortality^[2–9]^.

We recently reported evidence for a pattern of protein and nuclear-encoded gene expression similar to the mitochondrial unfolded protein response (UPR^mt^) in the POLG D257A mutant mouse^[10]^. POLG lacks proofreading capacity in this mutant, resulting in reduced mitochondrial DNA integrity^[11]^ and severe dysfunction. In mammals, building on well-characterized pathways in lower-level organisms (e.g., *C. elegans*), UPR^mt^ is thought to be activated when mitochondrial dysfunction impedes the ability of the mitochondria to import AFT4/ATF5/CHOP which then become available to enter the nucleus and function as transcription factors. A host of nuclear-encoded genes are then activated that sum to reduce mitochondrial dysfunction by reducing proteotoxic stress (increase expression of mitochondrial chaperones and proteases), reducing reactive oxygen species, increasing mitochondrial protein import, and activating innate immunity (reviewed in^[12,13]^). Our previous analysis of the POLG mutant indicated post-transcriptional activation of proteins associated with mitochondrial protein expression and complex assembly along with decreased expression (mRNA and protein) of metabolic complex subunits^[10]^. Thus, the UPR^mt^-like response in POLG does not completely recapitulate UPR^mt^ but is a pattern consistent with reducing proteotoxic stress similar to UPR^mt^. For instance, POLG mutants show increased protein expression of mitochondrial proteases (AFG3L2, PMPCB), mitochondrial ribosomal proteins (MRPS30, MRPL21, MRPL37, MRPS14, DAP3), translation regulators (ATAD3A, EEFA1A, GUF1), mitochondrial chaperones (PHB1, PHB2, PET100, STOML2), enzymes required for protein folding (PPIB, TMX1), mitochondrial protein importers (TOMM40, MTX1), and factors necessary for complex assembly (ECSIT, DNAJC11, COQ4, COA3, COA5)^[14]^. Given the presence of rRNAs and tRNAs in the mitochondrial genome, we sought to determine if POLG mutation altered the expression of genes encoded by the mitochondria in a way that might also reduce proteotoxic stress.

## MATERIALS AND METHODS

### Animals

As reported in^[10]^, PolG D257A mutant mice were acquired from the Jackson Laboratory (B6.129S7(Cg)-Polgtm1Prol/J, deposited by Dr. Tomas A Prolla) and housed in the Davis Heart and Lung Research Institute vivarium. Wild type (WT) and homozygous POLG D257A mutants (POLG) were generated by heterozygous breeding. Animals were maintained on a 12:12 light:dark schedule and had free access to water and food (Teklad 7012). All animal care and experimental procedures were in accordance with the Ohio State University IACUC and NIH ethical use of animal guidelines. All samples included in this analysis were from female mice at 9-10 months of age.

### RNA sequencing and analysis

RNA sequencing and analysis through differential expression were performed as reported in^[10]^. Briefly, Poly(A) RNA sequencing library was prepared from DNAse treated RNA from flash frozen RV tissue [female WT (4) and POLG (4) at 9-10 months of age] following Illumina’s TruSeq-stranded-mRNA sample preparation protocol. Paired-ended sequencing was performed on Illumina’s NovaSeq 6000 sequencing system. Reads were mapped to MM10 with HISAT2^[15]^ assembled and normalized in StringTie^[16]^. Global differential expression analysis was conducted in EdgeR^[17]^. Normalized gene expression values (generated with Stringtie) for genes encoded by the mitochondrial DNA were recovered from transcriptome-wide RNA-seq data. A *t*-test was used to compare the expression between control and POLG mutant RVs. We also considered the edgeR calculated p value from the global RNA-seq analysis and is reported together with the *t*-test value in Supplementary Table 1. These tests weigh the magnitude of change and within-group variability differently (edgeR does not consider within-group variability). Genes showing expression changes of *P* < 0.05 by *t*-test and *P* < 0.05 by edgeR or *P* < 0.1 by *t*-test and *P* < 0.0001 by edgeR were determined to be significantly changed. Library generation, sequencing, and initial differential expression analysis was conducted by LC Sciences (Houston, TX).

### mt-tRNA northern blot

Cardiac tissue was homogenized in TRIzol using a tissue homogenizer (Next Advance). Total RNA was then isolated using the TRIzol-chloroform method. RNA was precipitated with isopropanol and washed with ethanol. A total of 2 μg of RNA was resuspended in RNA urea loading dye, dissolved in 8M urea 8% polyacrylamide gels (80 V, 150 min), and electroblotted (80 V at 4 °C, 90 min) into Zeta-probe nylon membranes (Bio-Rad). The membrane was then UV-cross-linked for 1 min. DNA oligonucleotides in reverse complementarity to the tRNA were radioactively labeled with 32P γ-ATP. Northern blot hybridization was performed according to manufacturer specifications (Bio-Rad) using the 32P-labeled oligonucleotides. After hybridization, membranes were exposed overnight to a phosphorimager screen. Blots were analyzed using a Typhoon FLA 9000 scanner and the ImageQuant TL software (GE Healthcare). The following probes were used for Northern hybridization^[18]^:

MT-TP TCAAGAAGAAGGAGCTACTCCCCACCACCA,

MT-TY TGGTAAAAAGAGGATTTAAACCTCTGTGTT,

MT-TL1 TATTAGGGAGAGGATTTGAACCTCTGGGAA.

### Statistics

Statistical analysis was conducted in GraphPad Prism V7.05 using linear regression and *t*-test functions. All *t*-tests were unpaired and two-tailed.

## RESULTS

### POLG mutant-induced gene expression changes in mitochondria-encoded genes

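Right ventricular RNA from 4 female WT mice (libraries A to D) and 4 female homozygous POLG D257A mice (libraries E to H), all 9 to 10 months of age, was sequenced from poly(A)-selected, stranded, paired-end libraries. The D257A substitution removes the proofreading activity of the mitochondrial DNA polymerase. The authors mapped the reads to mm10 with HISAT2 and deposited FPKM (fragments scaled by transcript length and by the mapped fragments of the library) per gene from StringTie for 55421 genes, with 0.0001 in place of 0. The 37 mitochondria-encoded genes held 46.6% ± 0.92 (SD, n = 4 mice) of the summed FPKM in WT and 47.2% ± 0.80 (SD, n = 4) in POLG, a difference of 0.63 percentage points that the spread between mice covers (exact two-sided permutation test, p = 0.40). Without the 2 ribosomal RNAs the difference was -0.60 percentage points (exact two-sided permutation test, p = 0.571). A further 17.1% to 18.4% of the summed FPKM per library lay in pseudogenes on chromosome 1. These are 98.8% to 100% identical to parts of mitochondria-encoded mRNAs, so the shares of 46.6% and 47.2% may be too low. All 37 mitochondria-encoded genes were matched by gene identifier to GENCODE. FPKM carry no read totals. The spacing of the lowest values gave rough depths of 20.6, 22.7, 13.5 and 16.2 M fragments for WT A to D and of 21.8, 21.9, 21.9 and 15.2 M for POLG E to H.

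The genotypes were compared on log2(FPKM + 1) with limma over the 10236 genes with a mean of at least 1 FPKM, and p values were adjusted after Benjamini and Hochberg. Fold changes are on this scale, which understates the change of genes with low FPKM. At an adjusted p under 0.05, 71 genes were higher and 217 lower in POLG, against 129 higher and 120 lower after median ratio scaling and 128 higher and 140 lower after quantile normalization. The WT libraries C and D stood apart from the other 6 in atrial RNA and in Malat1. Myl7, the atrial myosin light chain, was at 51.7 FPKM in C and 110 FPKM in D (109.955 before rounding) and at most at 0.498 FPKM in each of the others, and the nuclear RNA Malat1 was at 237 and 211 FPKM against at most 71.4 FPKM. Not every RNA set C and D apart from POLG H. The non-coding RNA Rn7s1 was at 143 FPKM in C, 154 FPKM in D and 144 FPKM in POLG H, and at most at 60.9 FPKM elsewhere. Without C and D, an alternative chosen after seeing the data, 12 genes were higher and 16 lower.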

Expression values for mitochondria-encoded genes were recovered from whole genome RNA-seq data generated from WT and POLG mutant mouse right ventricular cardiac tissue [Figure 1A] and are displayed in heatmap format [Figure 1B]. 

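Of the 37 mitochondria-encoded genes, 4 were higher and 6 lower in POLG than in WT at an adjusted p under 0.05 from limma (9 higher and 10 lower when adjusted over the list alone). The higher genes were the mt-tRNAs for proline (mt-Tp), threonine (mt-Tt) and serine (mt-Ts1) and mt-Co1, a catalytic subunit of complex IV. The lower genes were the mt-tRNAs for histidine (mt-Th), leucine (mt-Tl2), asparagine (mt-Tn), alanine (mt-Ta), cysteine (mt-Tc) and tyrosine (mt-Ty). The 4 WT and the 4 POLG libraries did not overlap in 19 of the 37 genes, where chance gives 2.86% of genes and where 15.8% of all genes tested did so. In each of these 19 genes the exact two-sided permutation test gave p = 0.0286, the smallest p that 4 mice against 4 allow. The count of 10 fell to between 6 and 9 when a single library was left out, with 6 without WT D. Without WT C and D, a setting chosen after seeing the data, mt-Tp, mt-Tt, mt-Th, mt-Tl2 and mt-Ta made up the 5 genes that passed. With no filter on low values, 6 genes passed.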

Seventeen of the 37 mitochondrial genes showed significant expression changes in the POLG mutant compared to WT control mice [Supplementary Table 1]. 

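The mitochondria-encoded genes moved in both directions. The 13 mRNAs spanned log2 fold changes from -0.23 (mt-Nd3, a subunit of complex I) to 0.27 (mt-Nd5, also of complex I), with 6 above 0 and 7 below 0, and mt-Co1 was the only one of them that passed the test. The 22 mt-tRNAs spanned a wider range, from -4.02 for mt-Ts2, which did not pass the test, to 4.36 for mt-Tp. Tested as a set with fry, the mt-tRNAs changed in either direction (adjusted p = 6.07e-08) but did not move one way on balance (adjusted p = 0.816). Most of the other gene lists tested with fry also changed in either direction, so this outcome is not particular to the mt-tRNAs. The same test on the 13 mRNAs gave an adjusted p of 2.64e-05 for change in either direction and of 0.994 for movement one way. For the mRNAs both outcomes depended on the scaling: the first was 0.104 after median ratio scaling, and after quantile normalization they moved down on balance (adjusted p = 0.0199). The exact signs of mRNAs near 0 depended on the scaling: mt-Nd4, mt-Nd4l and mt-Atp6 were above 0 after median ratio scaling and mt-Co2 was below 0 after quantile normalization. These mRNAs and mt-Nd3 also have near-identical copies on chromosome 1, so their own FPKM are partly uncertain.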

Importantly, gene expression changes were not unidirectional. 

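The 2 RNAs of the mitochondrial ribosome, mt-Co1 of complex IV and mt-Nd5 of complex I had higher mean FPKM in POLG. mt-Rnr1 (12S rRNA, ENSMUSG00000064337.1, chromosome M of mm10 from 70 to 1024) was at 5152 ± 1679.7 FPKM (SD, n = 4 mice) in WT and 9196 ± 1321 FPKM (SD, n = 4) in POLG. mt-Rnr2 (16S rRNA, ENSMUSG00000064339.1, from 1094 to 2675) was at 5917 ± 2595 FPKM in WT and 10419.8 ± 1129.95 FPKM in POLG (SD, n = 4 each). Their log2 fold changes were 0.88 (standard error 0.22, adjusted p = 0.0689 from limma) and 0.92 (standard error 0.28, adjusted p = 0.116 from limma), and both passed when adjusted over the list alone, with adjusted p of 0.00810 and 0.0215. In WT the libraries fell apart: mt-Rnr1 was at 3689 FPKM in C and 3771 FPKM in D but at 6142 FPKM in A and 7006 FPKM in B. Without C and D the log2 fold changes were 0.48 and 0.35.

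mt-Co1 (ENSMUSG00000064351.1, from 5328 to 6872) rose from 61685 ± 1499 FPKM in WT to 69605 ± 1417 FPKM in POLG (SD, n = 4 each), a log2 fold change of 0.17 (standard error 0.036, adjusted p = 0.0424 from limma). mt-Nd5 (ENSMUSG00000064367.1, from 11742 to 13565) was at 13005 ± 1086 FPKM in WT and 15699 ± 762 FPKM in POLG (SD, n = 4 each). Its log2 fold change of 0.27 (standard error 0.067) did not pass over all genes (adjusted p = 0.0675 from limma) and passed over the list alone (adjusted p = 0.00810). The call for mt-Co1 ended when any of the 8 libraries was left out, with adjusted p from 0.0612 to 0.144, and quantile normalization forces its log2 fold change to 0 because it is the highest gene in every library. The last 492 nt of mt-Co1 are 98.8% identical to the pseudogene Gm29216 on chromosome 1 (24615706 to 24616197), so its reads are partly uncertain. Copies of mt-Co2, mt-Atp6, mt-Co3, mt-Nd3, mt-Nd4l and mt-Nd4 on chromosome 1 are 99.7% to 100% identical over the matched stretch. In WT A, for example, mt-Atp6 was at 3784 FPKM and its copy Gm10925 at 19009 FPKM. With the FPKM of the chromosome 1 copies added, an alternative chosen after seeing the data, mt-Co1 still passed (adjusted p = 0.0485).

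**Figure D1:**
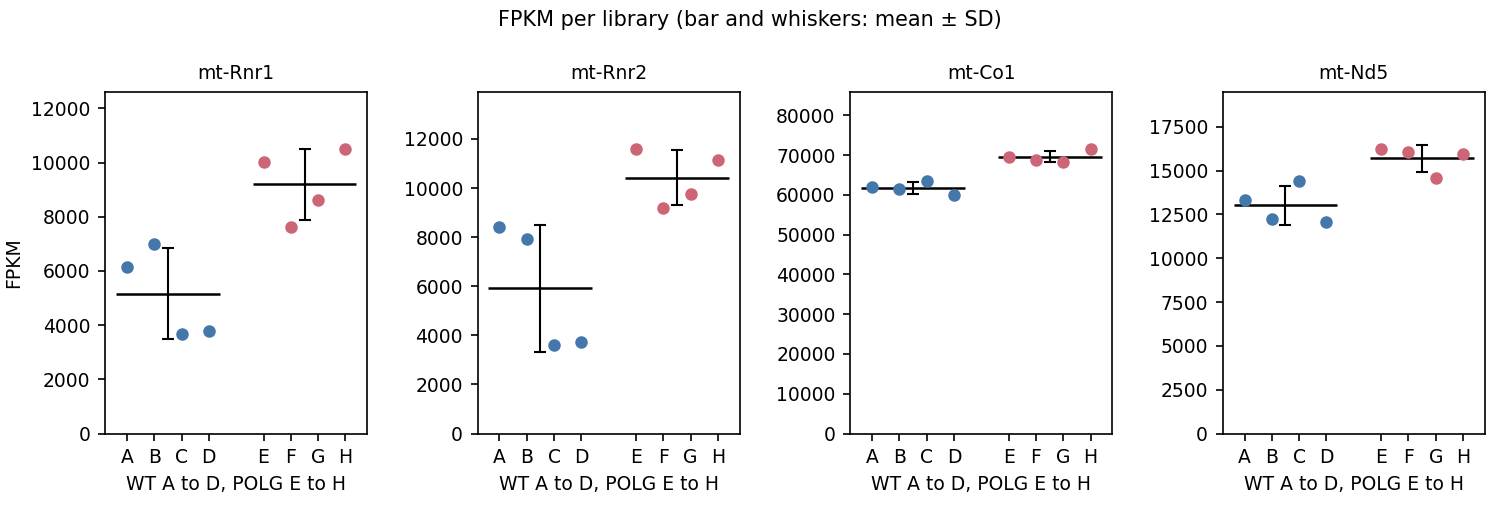
FPKM (linear axes from 0) of mt-Rnr1, mt-Rnr2, mt-Co1 and mt-Nd5 in each library, WT A to D in blue and POLG E to H in red; horizontal lines are group means and whiskers SD (n = 4). For each gene all 4 POLG libraries lie above all 4 WT libraries, and for the ribosomal RNAs WT C and D lie below WT A and B.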

Among non-tRNA genes, we observed robustly increased expression of rRNAs (mt-Rnr1 and mt-Rnr2) and increased expression of cytochrome C oxidase subunit I (mt-Co1) and NADH dehydrogenase subunit 5 (mt-Nd5). 

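Cytochrome b is the mitochondria-encoded subunit of complex III. mt-Cytb (ENSMUSG00000064370.1, chromosome M of mm10 from 14145 to 15288) was at 32274 ± 1546 FPKM (SD, n = 4 mice) in WT and 27490 ± 1545 FPKM (SD, n = 4) in POLG (27489.9 before rounding), and every POLG library was below every WT library. Its log2 fold change was -0.23 (standard error 0.055, adjusted p = 0.0594 from limma over all genes and 0.00703 over the list alone). Of the 9 nuclear-encoded subunits of complex III, all with log2 fold changes below 0, only Uqcr10 was lower (log2 fold change -0.31, adjusted p = 0.0388 from limma; also 1 lower when adjusted over the list alone). As a list the 9 did not pass camera with an estimated correlation (adjusted p = 0.641). They moved down on balance with fry (adjusted p = 0.0437), but not after median ratio scaling (0.951) or quantile normalization (0.234), with a filter at 5 FPKM (0.0548), without WT B, C or D or POLG E, F or H (0.0539 to 0.118), or without both WT C and D (0.155). The call for Uqcr10 ended after median ratio scaling, where the median of the 9 was 0.015, after quantile normalization, with no filter, with no trend, without any single library and without WT C and D. The log2 fold change of mt-Cytb was -0.11 (adjusted p = 0.573 from limma) after median ratio scaling.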

Cytochrome b (mt-Cytb) showed a modest but significant reduction in expression in the POLG mutant.

Remarkably, 12 of 22 mt-tRNAs were significantly altered in the POLG mutant [Figure 1C]. 

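Of the 22 mt-tRNAs, 3 were higher and 6 lower in POLG at an adjusted p under 0.05 from limma (5 higher and 9 lower when adjusted over the list alone), and 13 did not pass. The proline tRNA mt-Tp and the threonine tRNA mt-Tt had the largest rises, and the histidine tRNA mt-Th and the leucine tRNA mt-Tl2 the largest falls among those that passed. Among those that passed only over the list alone, the isoleucine tRNA mt-Ti had a log2 fold change of -1.02 (standard error 0.24), the arginine tRNA mt-Tr of 0.54 (standard error 0.15) and the glutamate tRNA mt-Te of -0.24 (standard error 0.089). Their adjusted p over all genes were 0.0581, 0.0880 and 0.161 from limma. mt-Tr lies between mt-Nd3 and mt-Nd4l, which have near-identical copies on chromosome 1, and whether its own reads are shared with chromosome 1 was not tested. The groups of 4 libraries did not overlap in 13 of the 22 mt-tRNAs, where chance gives 2.86% of genes. mt-tRNAs are 59 to 75 nt long and are read here after poly(A) selection, so their FPKM depend on how well such short transcripts enter the libraries. Without WT C and D, a setting chosen after seeing the data, 5 mt-tRNAs passed.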

When the expression of these mt-tRNAs in POLG mutant *vs*. WT mice is displayed along the mitochondrial genome (circular), a striking location-dependent pattern emerges [Figure 2]. Specifically, 4 clusters of mt-tRNAs were identified for which the expression of the mt-tRNAs in the cluster moved in the same direction during mitochondrial stress. 

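The 4 clusters hold 12 of the 22 mt-tRNAs and all 9 that passed the test. Every member of a cluster had a log2 fold change of the same sign as its neighbours in the cluster: above 0 for mt-Tp and mt-Tt, below 0 for mt-Th, mt-Ts2 and mt-Tl2, above 0 for mt-Ts1 and mt-Td, and below 0 for mt-Tw, mt-Ta, mt-Tn, mt-Tc and mt-Ty. The 10 mt-tRNAs outside the clusters had log2 fold changes from -1.34 (mt-Tg) to 0.54 (mt-Tr), and none passed over all genes. Adjusted over the 22 mt-tRNAs alone, mt-Ti (-1.02), mt-Tr (0.54) and mt-Te (-0.24) passed, with adjusted p of 0.00469, 0.0106 and 0.0364 from limma. The paper's thresholds also call mt-Ti and mt-Tr, so change was not confined to the clusters. The value of mt-Tg was -0.18 without WT C (1285 FPKM) and WT D (1125 FPKM), where WT A was at 289 FPKM and WT B at 196 FPKM. Around the circle, 14 of the 22 neighbouring pairs of mt-tRNAs shared a sign (permutation test with 100000 resamples, p = 0.198). The autocorrelation of the ranked fold changes of neighbours was 0.34, where shuffled positions gave a mean of -0.048 (two-sided permutation test with 100000 resamples, p = 0.0649). On the fold changes themselves instead of their ranks it was 0.47 (permutation test, p = 0.00544). There the largest fold changes weigh most: mt-Tt (3.09) beside mt-Tp (4.36), and mt-Ts2 (-4.02, which did not pass) beside mt-Th and mt-Tl2. The 0.47 was not recomputed without these genes. Genes are not independent replicates, and the clusters were drawn by the study on these same libraries. From the shared direction within the clusters, the paper proposes that mt-tRNAs are regulated by their place on the mitochondrial chromosome.

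**Figure D2:**
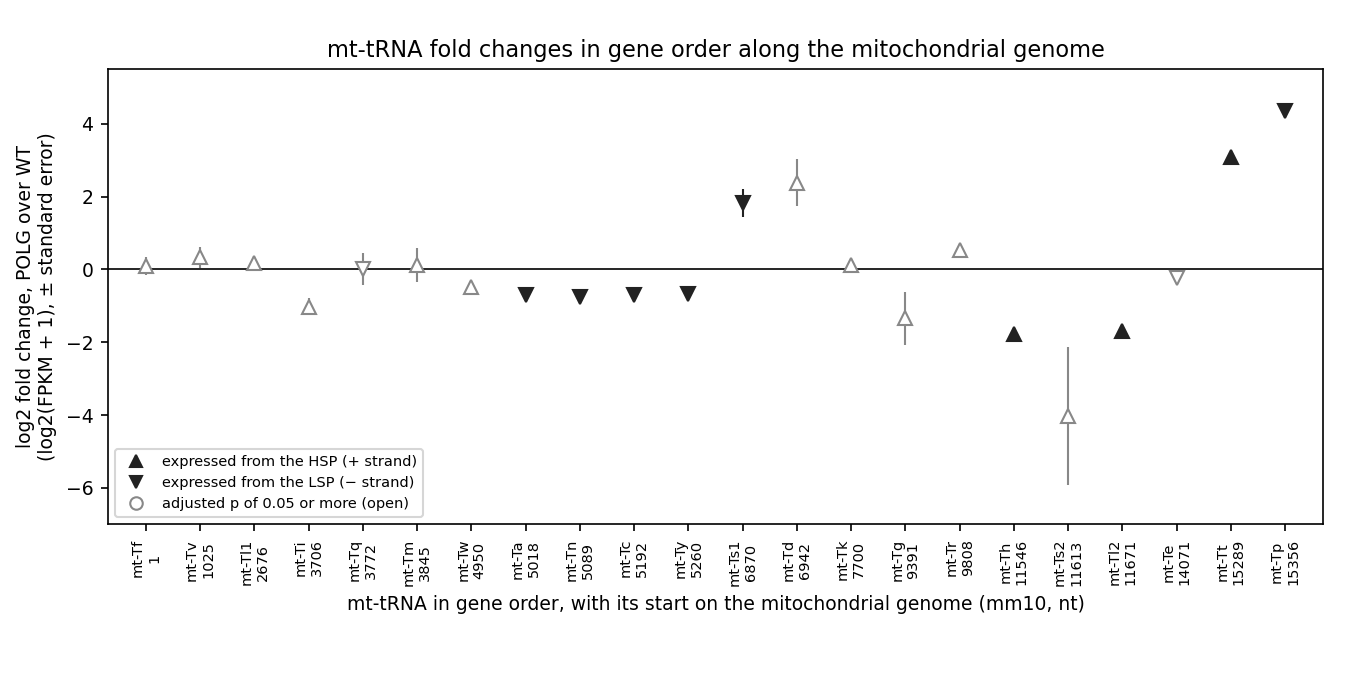
Log2 fold change (log2(FPKM + 1), POLG over WT, 4 mice each) of the 22 mt-tRNAs in gene order; the axis label gives each start on the mitochondrial genome of mm10. Whiskers are standard errors, filled symbols passed an adjusted p of 0.05 and triangles point up for genes expressed from the HSP and down for genes expressed from the LSP. Values run from -4.02 (mt-Ts2, with the widest error) to 4.36 (mt-Tp).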

Cluster 1 holds MT-TP (encoding tRNA proline) and MT-TT (tRNA threonine), both of which are significantly activated in the mutant. 

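The proline tRNA mt-Tp (ENSMUSG00000064372.1, chromosome M of mm10 from 15356 to 15422, minus strand) rose from 324 ± 27.6 FPKM (SD, n = 4 mice) in WT to 6893 ± 1956 FPKM (SD, n = 4) in POLG, 21.3 times the mean. On the log2 scale the change was 4.36 (standard error 0.21, adjusted p = 5.03e-05 from limma). The threonine tRNA mt-Tt (ENSMUSG00000064371.1, from 15289 to 15355, plus strand) lies directly beside it and rose from 28.7 ± 5.36 FPKM in WT to 250 ± 25.8 FPKM in POLG (SD, n = 4 each; 249.539 before rounding), 8.70 times the mean. That is a log2 fold change of 3.09 (standard error 0.14, adjusted p = 4.53e-05 from limma). The lowest POLG library of mt-Tp was G at 4020 FPKM (4019.93 before rounding). The gene sequence of mt-Tp, in the sense of the tRNA, is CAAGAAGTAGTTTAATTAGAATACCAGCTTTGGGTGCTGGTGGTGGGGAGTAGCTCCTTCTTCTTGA, and the 30 nt probe that the study used for this tRNA on northern blots is complementary to positions 38 to 67 of its 67 nt.

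**Figure D3:**
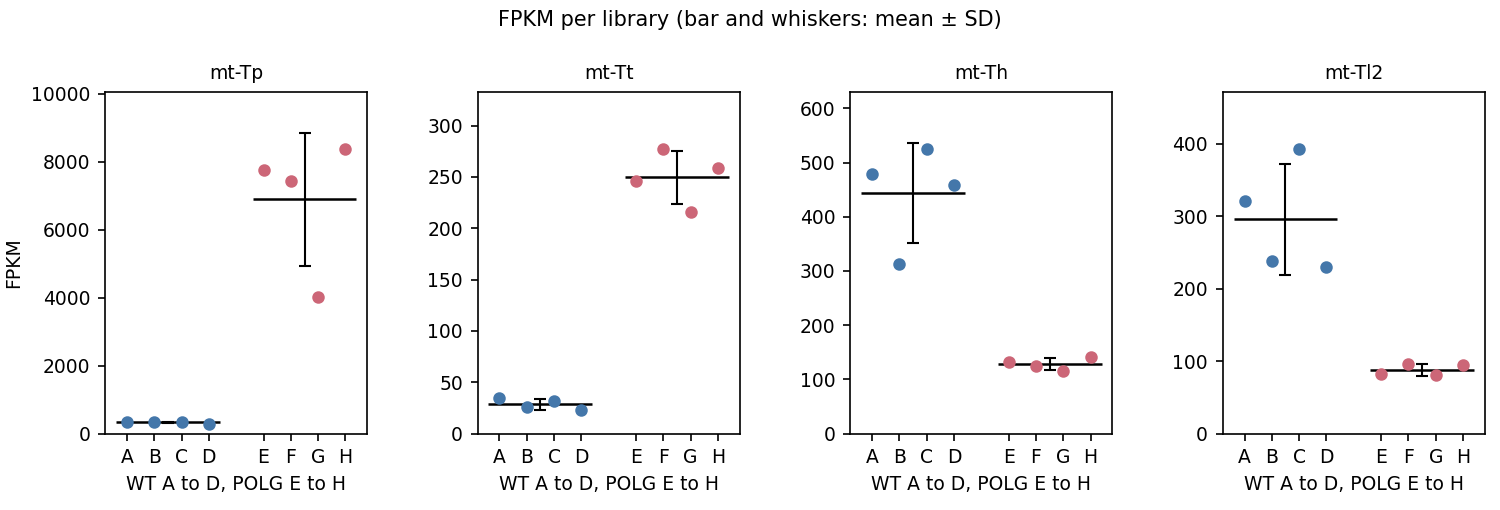
FPKM (linear axes from 0) of mt-Tp, mt-Tt, mt-Th and mt-Tl2 in each library, WT A to D in blue and POLG E to H in red; horizontal lines are group means and whiskers SD (n = 4). For mt-Tp and mt-Tt all 4 POLG libraries lie above all 4 WT libraries, and for mt-Th and mt-Tl2 all 4 lie below.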

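Next to each other on chromosome M of mm10 lie the genes of the histidine tRNA mt-Th (ENSMUSG00000064364.1, 11546 to 11612), a serine tRNA mt-Ts2 (ENSMUSG00000064365.1, 11613 to 11671) and a leucine tRNA mt-Tl2 (ENSMUSG00000064366.1, 11671 to 11741), all on the plus strand. mt-Th fell from 444 ± 91.6 FPKM (SD, n = 4 mice) in WT to 128 ± 11.2 FPKM (SD, n = 4) in POLG, a log2 fold change of -1.77 (standard error 0.15, adjusted p = 0.00229 from limma). mt-Tl2 fell from 295 ± 76.7 FPKM to 88.1 ± 8.14 FPKM (SD, n = 4 each), a log2 fold change of -1.70 (standard error 0.17, adjusted p = 0.00503 from limma). mt-Ts2 was at 385 FPKM in WT A and 297 FPKM in WT D, but at 0.308 FPKM in WT B and 0.475 FPKM in WT C, and at most at 0.465 FPKM in the POLG libraries. Its log2 fold change of -4.02 (standard error 1.89) did not pass (adjusted p = 0.252 from limma) and was -2.64 without WT A and -2.76 without WT D. As a list, which the study drew from these libraries and which is therefore no independent evidence of direction, 2 of the 3 were lower (also 2 when adjusted over the list alone). The set test with camera gave an adjusted p of 0.000713 with a preset correlation and an adjusted p = 0.220 with an estimated correlation, and fry, which does not compare the list with other genes, gave an adjusted p of 0.00260 for movement down.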

Cluster 2 holds MT-TL2 (tRNA leucine 2), MT-TH (tRNA histidine), and MT-TS2 (tRNA serine 2), which all show decreased expression (MT-S2 did not meet significance criteria). 

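The serine tRNA mt-Ts1 (ENSMUSG00000064352.1, chromosome M of mm10 from 6870 to 6938, minus strand) and the aspartate tRNA mt-Td (ENSMUSG00000064353.1, from 6942 to 7011, plus strand) both had higher FPKM in every POLG library than in every WT library. mt-Ts1 rose from 14.3 ± 4.26 FPKM (SD, n = 4 mice) in WT to 59.3 ± 39.6 FPKM (SD, n = 4) in POLG, a log2 fold change of 1.82 (standard error 0.38, adjusted p = 0.0451 from limma). mt-Td was at 40.4 ± 11.5 FPKM in WT and 320.5 ± 363 FPKM in POLG (SD, n = 4 each), where POLG F alone held 856 FPKM. Its log2 fold change was 2.38 (standard error 0.64, adjusted p = 0.0817 from limma) and 1.70 without POLG F (adjusted p = 0.0702). The study drew this pair from these libraries. In it 1 gene was higher, and 2 were higher when adjusted over the list alone, which is not independent evidence. The call for mt-Ts1 was lost without any single library except POLG F, with adjusted p from 0.0400 (without POLG F) to 0.126 (without WT D). Both genes lie between stretches of mtDNA with near-identical copies on chromosome 1, and whether their own reads are shared with chromosome 1 was not tested. The same holds for mt-Tk, mt-Tg and mt-Tr.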

Cluster 3 holds MT-TD (tRNA aspartic acid) and MT-TS1 (tRNA serine 2) which increased expression (MT-TD did not meet significance criteria). 

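A run of 5 genes on chromosome M of mm10, from 4950 to 5326, encodes the tRNAs for tryptophan (mt-Tw), alanine (mt-Ta), asparagine (mt-Tn), cysteine (mt-Tc) and tyrosine (mt-Ty). 4 of them fell in POLG: mt-Ta from 725 ± 64.7 FPKM to 445 ± 18.2 FPKM, mt-Tn from 1016 ± 97.8 FPKM to 595 ± 20.97 FPKM, mt-Tc from 724 ± 62.5 FPKM to 445 ± 59.2 FPKM and mt-Ty from 657 ± 76.2 FPKM to 414 ± 81.7 FPKM (SD, n = 4 mice each). Their log2 fold changes were -0.70, -0.77, -0.71 and -0.68, with standard errors from 0.075 (mt-Ta) to 0.14 (mt-Ty) and adjusted p from limma of 0.00568, 0.00503, 0.0165 and 0.0458. mt-Tw was at 572 ± 107 FPKM in WT and 401 ± 45.5 FPKM in POLG (SD, n = 4 each), a log2 fold change of -0.50 (standard error 0.15, adjusted p = 0.105 from limma). When adjusted over the list alone all 5 were lower, but the study drew the list from these libraries, so this is not independent evidence. The set test with camera gave an adjusted p of 9.6e-06 with a preset correlation and an adjusted p = 0.220 with an estimated correlation, and fry, which does not compare the list with other genes, gave an adjusted p of 0.00327 for movement down. The call for mt-Ty ended without any single library (adjusted p from 0.0555 to 0.120), and that for mt-Tc without WT D (adjusted p = 0.0575). mt-Ty (ENSMUSG00000064350.1, 5260 to 5326, minus strand) reads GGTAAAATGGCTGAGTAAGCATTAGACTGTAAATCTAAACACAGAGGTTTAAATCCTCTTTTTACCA in the sense of the tRNA, of which positions 38 to 67 pair with the study's northern blot probe.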

Cluster 4 holds MT-TW (tRNA tryptophan), MT-TA (tRNA alanine), MT-TY (tRNA tyrosine), MT-TN (tRNA asparagine), and MT-TC (tRNA cysteine), all of which showed decreased expression.

Mitochondrial genes are expressed from only two transcription start sites (the existence of a third, alternate HSP is controversial) and specific genes are spliced from the larger transcript containing up to 25 genes (reviewed in^[19]^). To determine if alternate promoter usage could explain the expression differences observed in the POLG mutant, log2FC expression changes were examined for each gene expressed by the available promoters, HSP and LSP [Figure 3]. No pattern of promoter-specific effect could be identified.

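The genes expressed from the HSP (28 genes, 14 of them mt-tRNAs) and from the LSP (9 genes, 8 of them mt-tRNAs) both held genes that rose and genes that fell. Of the HSP genes 2 were higher (mt-Tt and mt-Co1) and 2 lower (mt-Th and mt-Tl2) at an adjusted p under 0.05 from limma, and of the LSP genes 2 were higher (mt-Tp and mt-Ts1) and 4 lower (mt-Ta, mt-Tn, mt-Tc and mt-Ty). When adjusted over the list alone, 7 and 5 of the HSP genes and 2 and 5 of the LSP genes were higher and lower. The mean log2 fold change of the mt-tRNAs was -0.25 for the HSP and 0.38 for the LSP. This difference of -0.64 was within what other assignments of the promoters give (exact two-sided permutation test over 319770 assignments, p = 0.436). Over all 37 genes the difference was -0.43 (exact permutation test over 124403620 assignments, p = 0.420). The test treats genes as independent, which they are not.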

### Investigation of amino acid properties for mt-tRNAs that showed altered expression by RNA-seq

Large bodies of literature report amino acid characteristics relative to the propensity to form protein aggregates and beta-amyloid structures (recent reviews available, e.g.,^[20–22]^). More recently, increased understanding has been gleaned by studying the amino acid residues in protein disordered regions. Amino acid characteristics in these disordered regions appear to strongly influence non-specific protein interactions that give rise to aggregate formation^[23]^. Mt-tRNA fold change values for those significantly altered in the POLG mutant were plotted against a series of amino acid characteristic scores developed for the study of protein aggregation. The fold changes for the mt-tRNAs showed a significant negative correlation with two scores that are indicative of the amino acid’s amyloidogenic potential [Figure 4A and B^[24]^]. 

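Among the 12 mt-tRNAs that the paper plots, those for proline (mt-Tp, log2 fold change 4.36) and threonine (mt-Tt, 3.09), whose amino acids have low scores, lay at the upper end, and those for histidine (mt-Th, -1.77) and leucine (mt-Tl2, -1.70) at the lower end. With the scores read by eye from Figure 4 after the fold changes had been seen, the log2 fold changes had a Pearson r of -0.78 with the triple hybrid score of Figure 4A (permutation test with 100000 resamples, p = 0.00370) and a Spearman rho of -0.55 (p = 0.0696). For the score of Figure 4B r was -0.58 (p = 0.0451) and rho was -0.40 (p = 0.2004). Adjusted over the 3 relations computed, the p of the Pearson correlations were 0.0111 and 0.0677. Without mt-Tp and mt-Tt, the 2 mt-tRNAs farthest from the median fold change, r was -0.52 (permutation test, p = 0.121) for Figure 4A and -0.43 (p = 0.219) for Figure 4B. These are correlations across genes, which are not independent replicates. From the negative correlations the paper reasons that the POLG mutant shifts mt-tRNA expression away from amyloidogenic amino acids. It also draws on Figure 4C, Figure 4D, Figure 4E and its northern blot of MT-TY. For MT-TP (mt-Tp) its northern blot found no significant change, which the paper says makes the reading harder.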

As measured by RNA-seq, POLG mutants increased the expression of mt-tRNAs for benign amino acids and decreased the expression of mt-tRNAs for amyloidogenic amino acids. Consistent with this notion, the mt-tRNA fold changes showed a positive correlation to amino acid Contact Potential Sum [Figure 4C^[25]^] and Side Chain Orientation (Figure 4D^[26]^ as reported in^[27]^), which are associated with specific protein interactions. Further, the average FoldAM triple hybrid score was significantly lower for partner amino acids of mt-tRNAs that showed increased expression relative to those that showed decreased expression [Figure 4E].

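Of the 12 mt-tRNAs that the paper plots, mt-Tp, mt-Tt, mt-Ts1 and mt-Tr had log2 fold changes above 0 and the other 8 below 0. The triple hybrid scores of their amino acids, read by eye from Figure 4A, averaged -0.84 ± 1.02 (SD, n = 4 mt-tRNAs) for those above 0 and 0.50 ± 0.66 (SD, n = 8) for those below 0. The difference of -1.34 is larger than most other divisions of the 12 scores give (exact two-sided permutation test, p = 0.0141). The difference was -0.86 without mt-Tp and mt-Tt (-0.855 before rounding; exact permutation test, p = 0.133), with mt-Ts1 and mt-Tr left above 0. It was computed after the fold changes had been seen.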

### Direct measurement of select mt-tRNAs identified as significantly altered by RNA-seq

Three mt-tRNAs were selected for measurement by northern blot in cardiac tissue [Figure 5]. Analysis of the left ventricle was included to determine if any patterns observed in the right ventricle [Figure 4A and B] would be conserved in the left ventricle [Figure 4C and D], which has a different developmental origin and experiences different hemodynamics^[28]^. 

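The leucine tRNA mt-Tl1 (ENSMUSG00000064340.1, chromosome M of mm10 from 2676 to 2750, plus strand) lies just behind mt-Rnr2. It was at 2030 ± 578 FPKM (SD, n = 4 mice; mean 2029.58) in WT and 2250 ± 294 FPKM (SD, n = 4; mean 2249.95) in POLG. Its log2 fold change of 0.18 (standard error 0.19, adjusted p = 0.609 from limma) is within the spread between mice, which does not show that the gene is unchanged. Like the ribosomal RNAs beside it, it was lower in WT C (1561 FPKM) and WT D (1523 FPKM) than in WT A (2676 FPKM) and WT B (2358 FPKM), and without C and D the log2 fold change was -0.17 (adjusted p = 0.573). The gene reads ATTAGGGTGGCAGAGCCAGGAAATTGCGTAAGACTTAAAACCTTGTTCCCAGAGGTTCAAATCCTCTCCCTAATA, of which positions 46 to 75 pair with the study's northern blot probe.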

MT-TL1 served as a control as it showed no changes in expression in the POLG mutant by RNA-seq. As expected, MT-TL1 showed no significant expression changes in the POLG mutant. Similarly, MT-TY showed reduced expression in the POLG mutant RV and LV tissues, consistent with RNA-seq. MT-TP, however, did not show any significant change in the POLG mutant, indicating that the dramatically increased MT-TP expression seen in RNA-seq reflected changes in cDNA library generation that were not indicative of actual expression.

## DISCUSSION

There is a clear link between mitochondrial dysfunction and protein aggregation in age-related diseases, including Parkinson’s, Huntington’s, Alzheimer’s, and heart failure^[29–31]^. Nearly all preclinical accelerated aging models show mitochondrial dysfunction and protein aggregation. In the POLG mutant, RNA-seq suggests activation of an adaptive mechanism to limit protein aggregation by shifting mt-tRNA expression towards non-amyloidogenic amino acids. We also suggest that evolution has distributed mt-tRNAs into clusters that allow chromosomal location-dependent regulation, potentially in relation to a mechanism to buffer mitochondrial proteotoxicity. Northern blot recapitulated RNA-seq observed decreased expression of MT-TY, validating the notion that the mitochondria reduce the expression of mt-tRNAs corresponding to amino acids of higher amyloidogenic potential in the POLG mutant. Failure, however, of the northern blot to confirm increased expression of MT-TP complicates interpretation. Given that our RNA-seq measurement is dependent on both polyA capture (mt-tRNAs are poly-adenylated) and cDNA synthesis, we speculate the existence of a post-transcriptional modification on mt-tRNA (either added or removed in the POLG mutant) that dramatically influences the ability of the mt-tRNA to be measured in RNA-seq. Accordingly, increased MT-TP RNA-seq measurement in the POLG mutant may be due to a reduced tRNA modification that improves sequencing efficiency. There are at least 18 types of RNA modifications found at 137 positions in the 22 human mt-tRNAs^[32]^. It is known that m1A9, m1G9, m1G37 and m1A58 modifications confer hard stops in the sequencing of mitochondrial tRNAs^[33]^.

This work does have limitations. First, the current study did not sequence the mitochondrial genome for mutation analysis. Analysis of the mitochondrial mutation landscape in the D257A mutant has been somewhat inconsistent, likely due to both technical challenges and heterogeneity. Using a custom technique termed Mito-seq, Williams et al. conducted an in-depth analysis of mutations in the heart, brain and liver of D257A mutants. While a detailed overlay of mutation data with our expression values was not accomplished, it is important to note that mt-tRNA cluster 1 (MT-TP, MT-TT) closely aligns with an area identified as potentially prone to accumulation of copy number variants or control region multimers in the POLG mutant due to proximity to the origin for replication^[11]^.

Analyzing mitochondrial gene expression by RNA-seq is not common. This may be due to early RNA-seq and microarray analysis pathways being based on nuclear-enriched RNA and the presence of mitochondrial reads indicating poor nuclei isolation. In addition, high mitochondrial read content could indicate apoptosis as cleaved mitochondrial DNA could co-purify with RNA. Another aspect of this discussion is that many commonly used pipelines and practices in transcriptome-wide expression quantification were developed for cancer research where mitochondria content is far lower than in cardiac tissue. For instance, the mitochondrial content of adult cardiac tissue has been reported to range from ~7,000 - ~17,000 mtDNA copies per diploid nuclear genome^[34,35]^. Contaminating mtDNA in the RNA isolation was a consideration in this study, though we do not see it as likely given the DNase treatment of the isolated RNA and non-uniform directionality of altered gene expression in the POLG mutant.

While testing to determine if this phenomenon occurs in human samples remains a future aim, the remarkable conservation of mitochondrial chromosome gene distribution architecture between mice, humans, and even zebrafish suggests that location-dependent regulation of mitochondrial genes would also be conserved. Interestingly, single-celled eukaryotes, such as yeast, show far less mt-tRNA gene distribution across the mitochondrial chromosome, potentially implicating candidate regulatory mechanisms in the evolution of multicellular organisms or tissue/organ specialization.

There has recently been much speculation surrounding the potential ability to stimulate the UPR^mt^ as a therapeutic strategy in multiple disease contexts. Similarly, it is intriguing to ponder: would manipulation of mt-tRNA expression or function based on amyloidogenic/aggregation potential also alter the course of disease? The mechanisms by which mitochondria appear to do this endogenously in the face of severe mitochondrial dysfunction are unknown. Though mitochondrial gene expression was first observed in the 1960s, a detailed understanding of dynamic mitochondrial gene regulation, particularly for mt-tRNAs, is lacking. The basic processes of RNAse-mediated excision from multi-gene/polycistronic transcripts and critical post-transcriptional chemical modifications and amino acid additions are well known (recently reviewed in^[36]^). However, how specific mt-RNAs of different abundance are generated at steady state or in response to stress has not been robustly characterized. It is likely these differences arise through a number of combined mechanisms that could include regulation of transcriptional efficiency (i.e., more expression of genes found early in the transcript), site-specific regulation of RNAse activity for gene excision, regulation of specific mt-tRNA CCA sequence addition, regulation RNA post-transcriptional modifications, and RNA degradation. All of these factors can be impacted by RNA-binding proteins. Conceptually, this regulation could be viewed as mirroring what happens in the nucleus where RNAs can be alternately modified (e.g., splicing and chemical modification) based on locally engaged epigenetic modifiers.

## Supplementary Material

jca-2023-26-SupplementaryMaterials

## Figures and Tables

**Figure 1.**
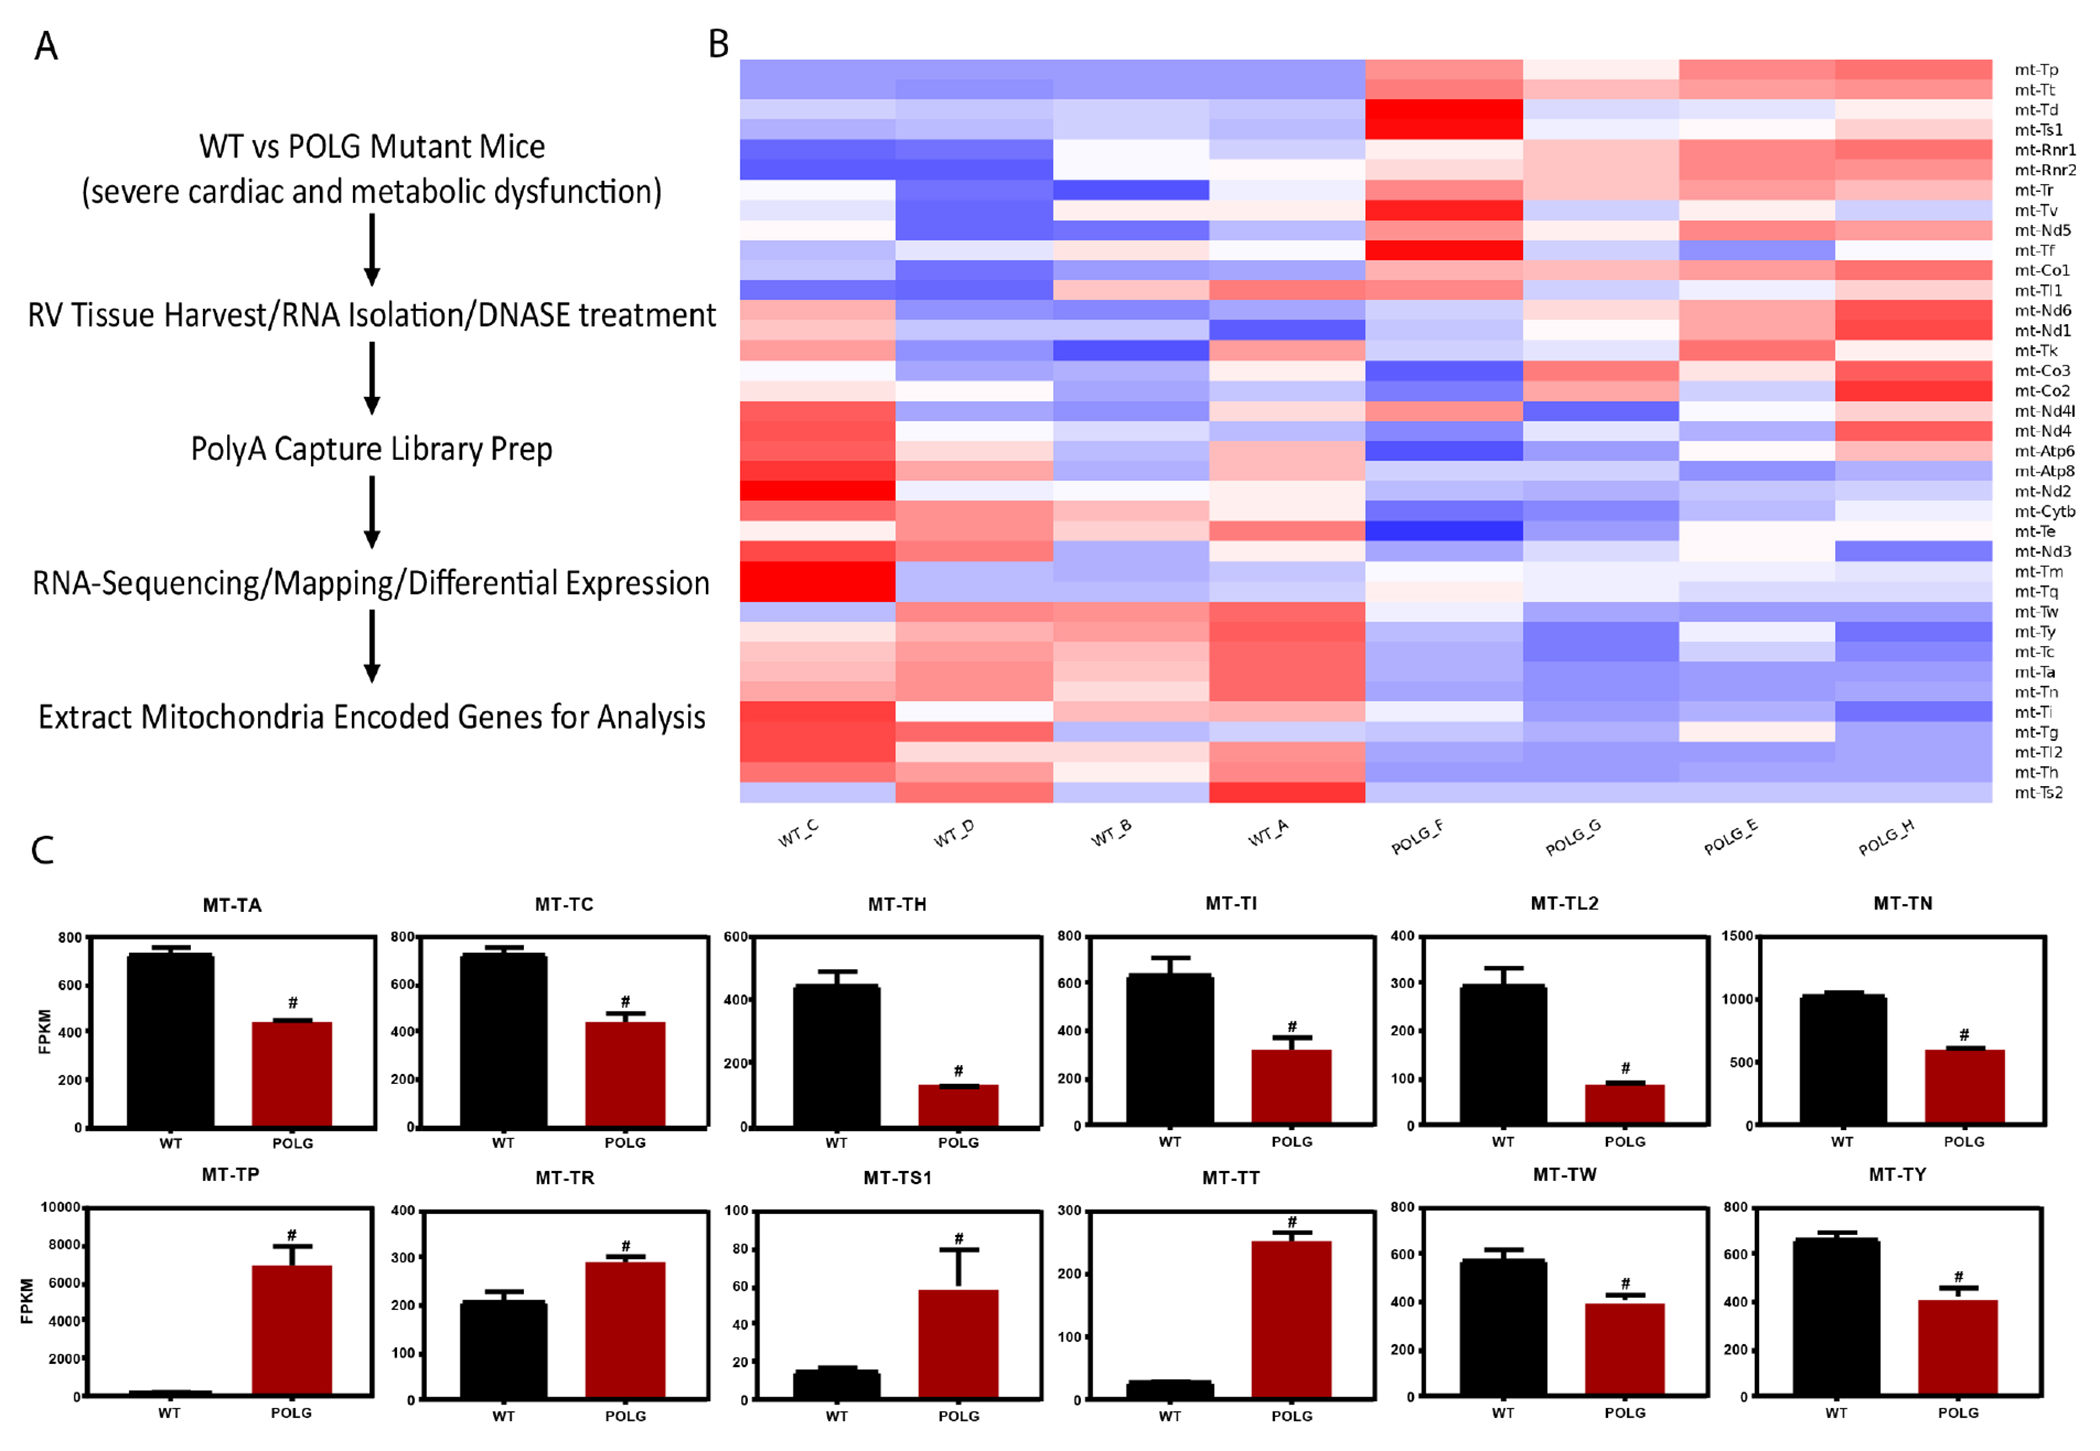
Polymerase gamma mutation drives altered mitochondrial gene expression in the cardiac right ventricle. Experimental workflow is depicted (A). Row normalized expression of the 37 mitochondria encoded genes is shown in heatmap format (B). Twelve of the 22 mt-tRNAs showed altered expression in the POL mutant (C).

**Figure 2.**
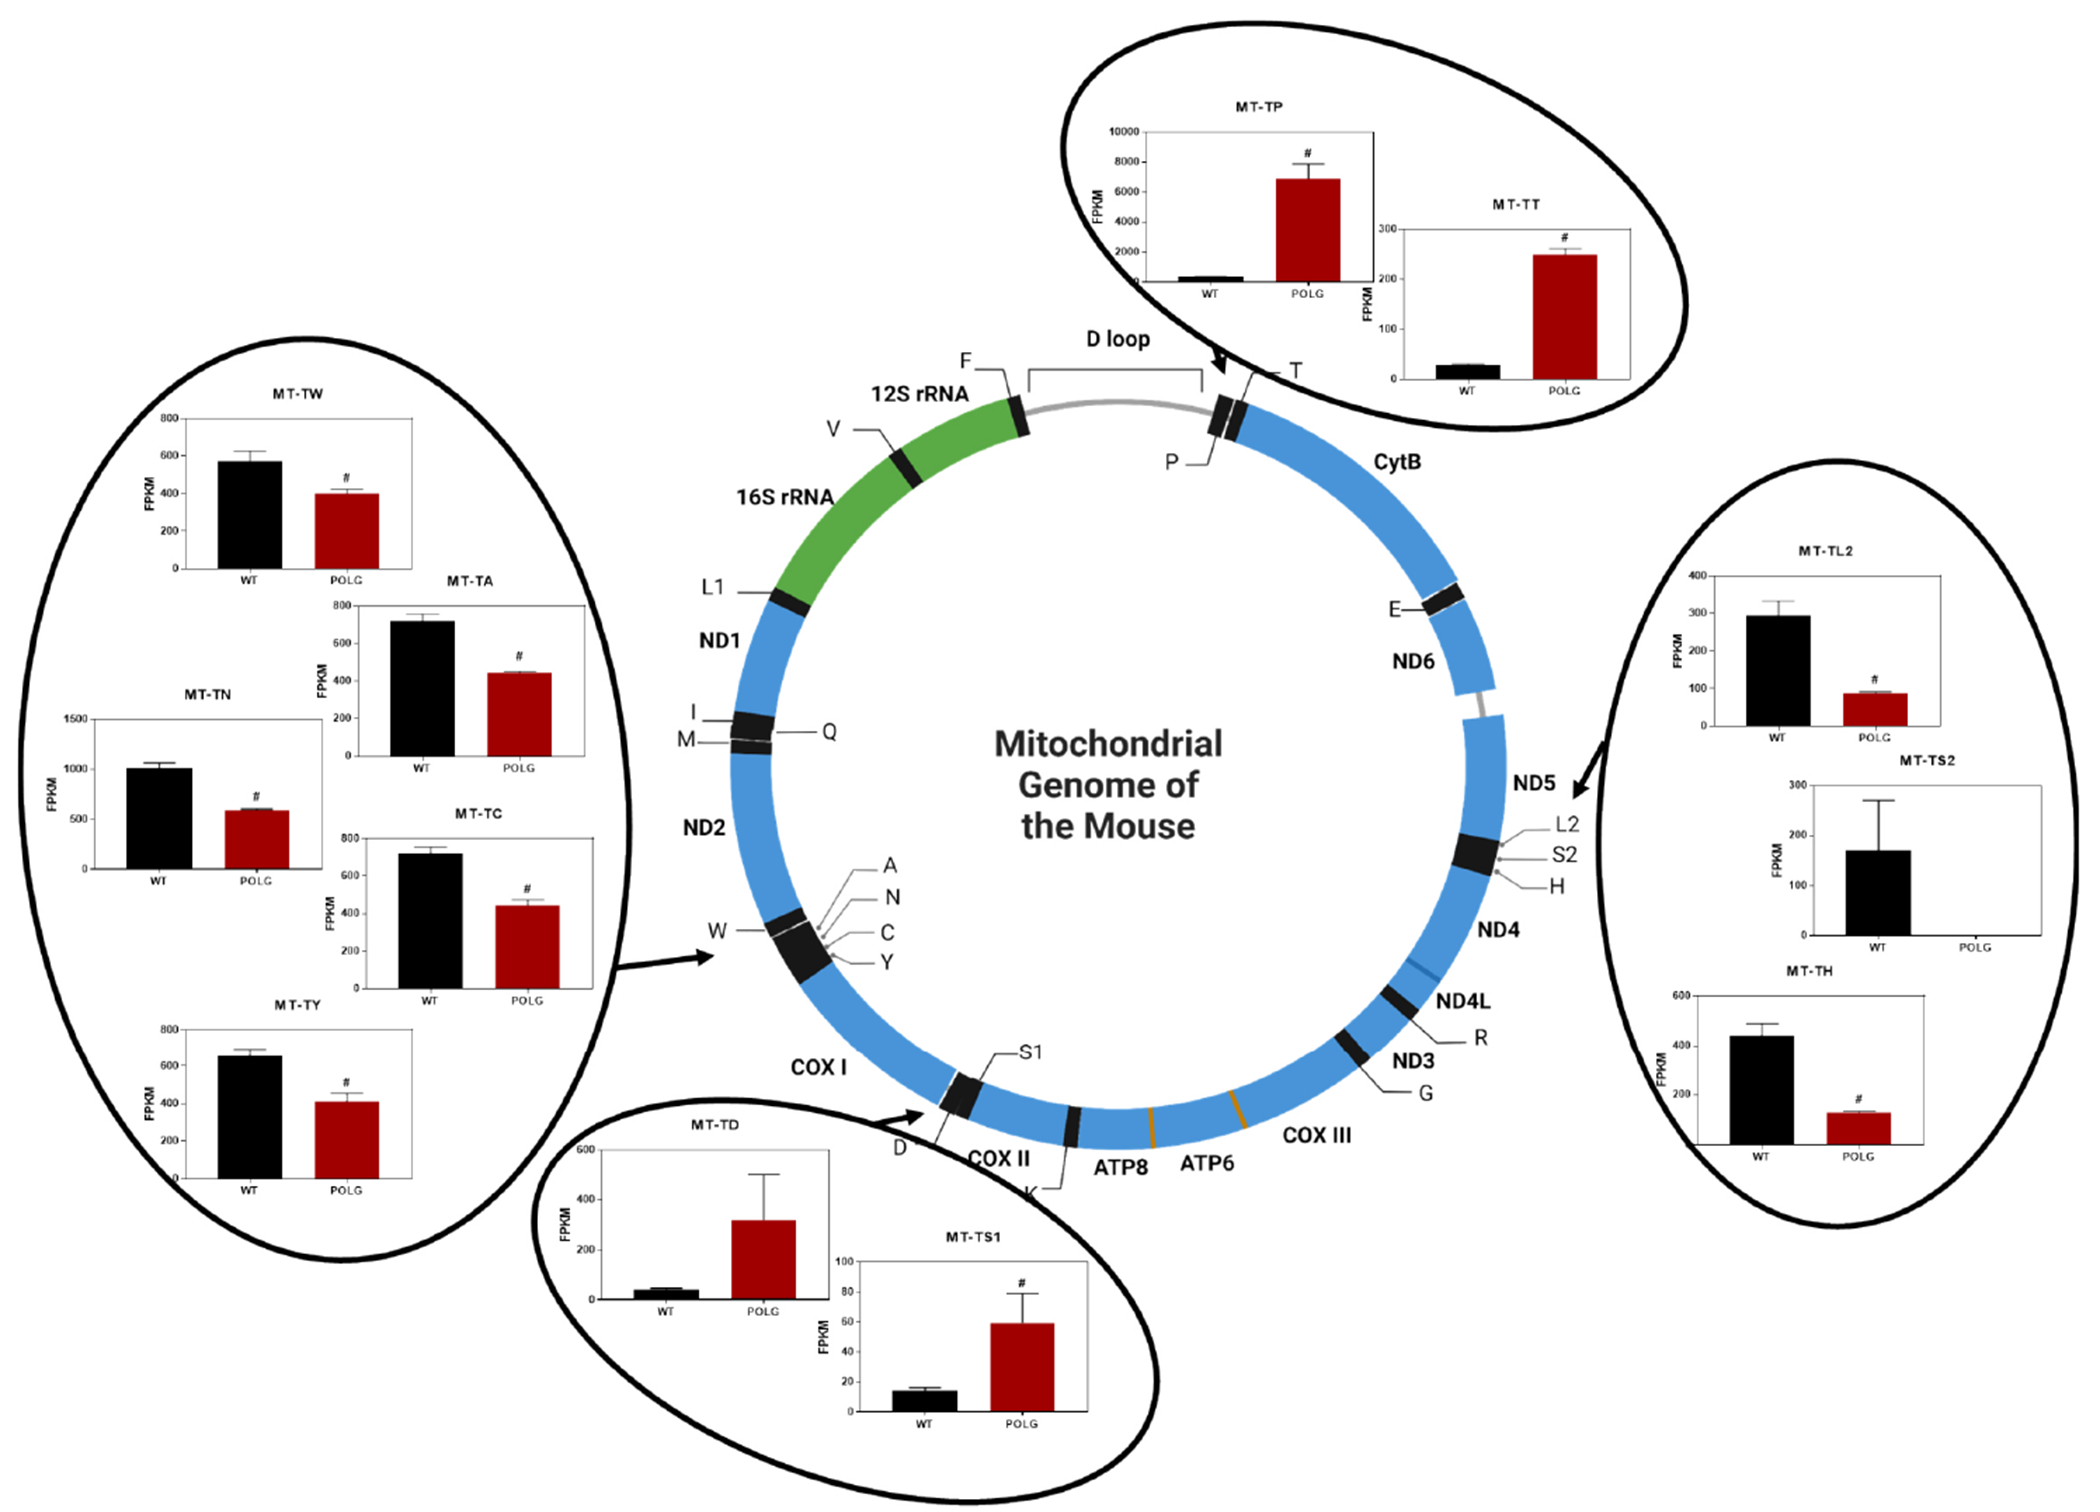
Chromosomal location-specific effect of POLG mutation on mt-tRNA expression as measured by RNA-Seq. Expression of clustered mt-tRNAs in WT and POLG mutant mice is presented in relation to location of encoding within the mitochondrial genome. A pattern of 4 local clusters of mt-tRNAs emerges where each mt-tRNA in the cluster shows similar changes in gene expression in response to POLG mutation (center depiction of mitochondrial chromosome derived in BioRender).

**Figure 3.**
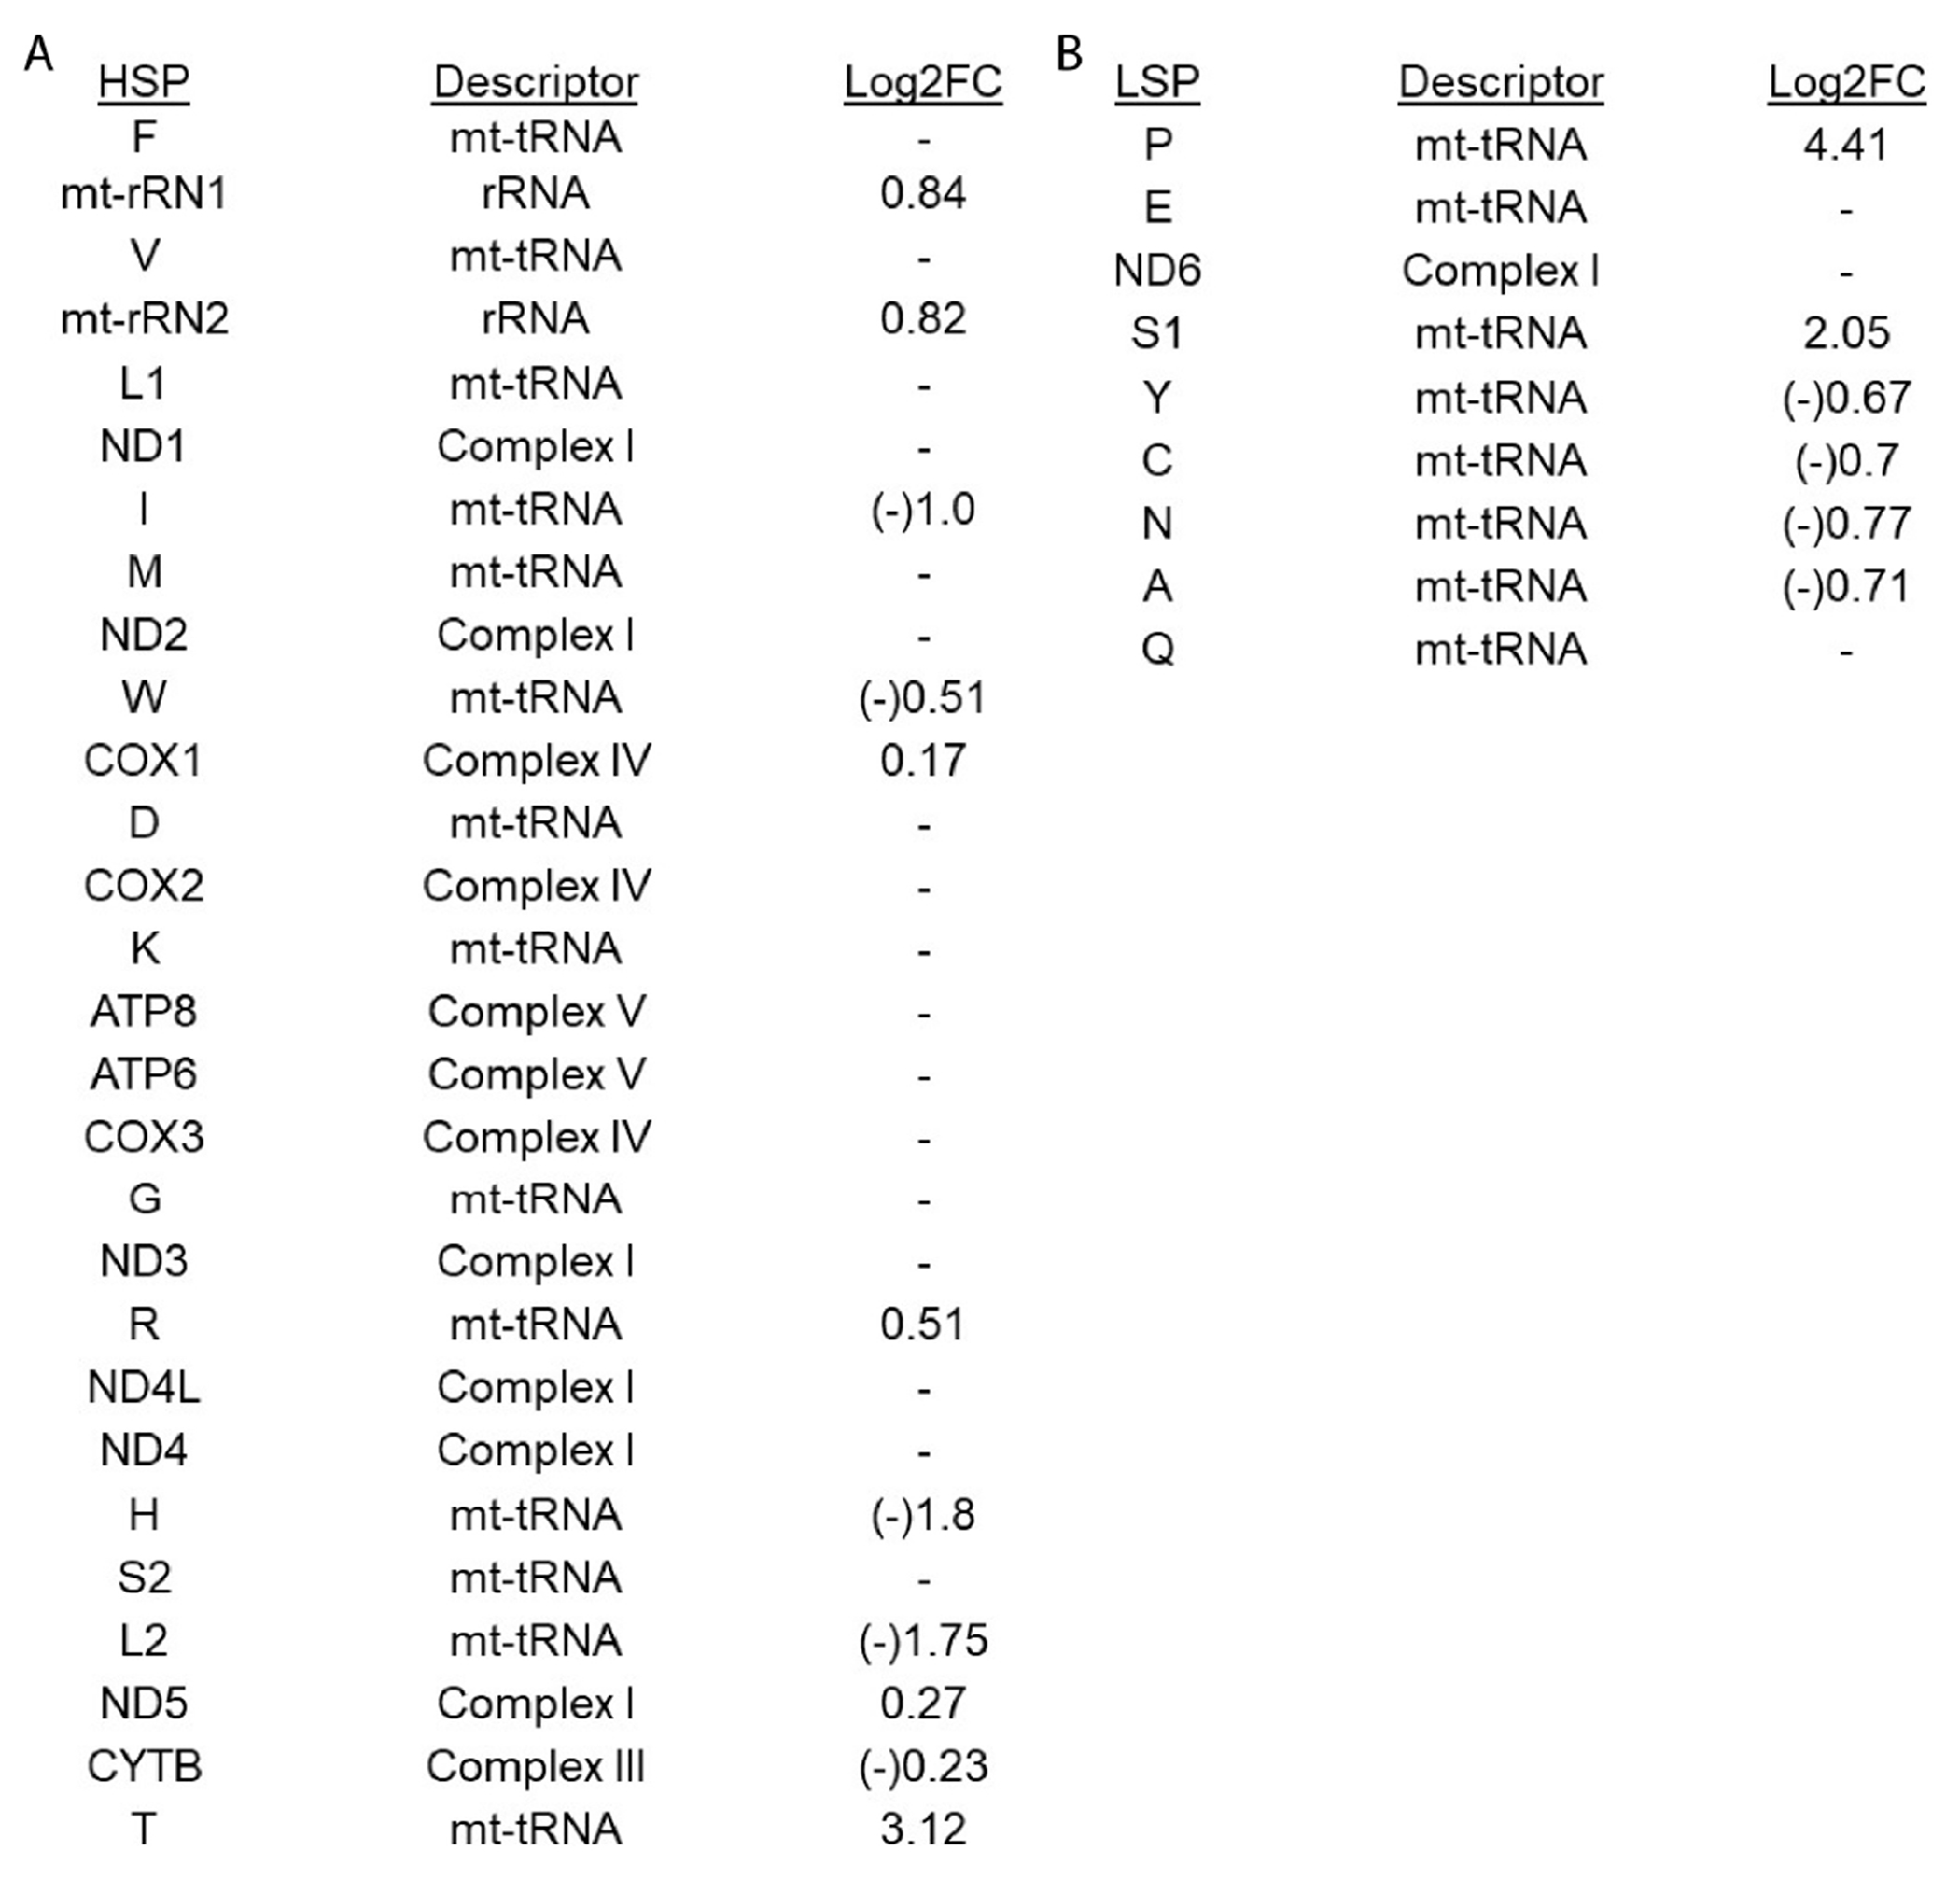
POLG-dependent changes in mitochondrial gene expression are not associated with promoter usage. Genes are depicted based on expression from mitochondrial promoters HSP (A) and LSP (B). Descriptor column provides information related to gene function. Log2FC in POLG mutant relative to control RV tissue show opposite direction of gene expression regulation from the same promoterr.

**Figure 4.**
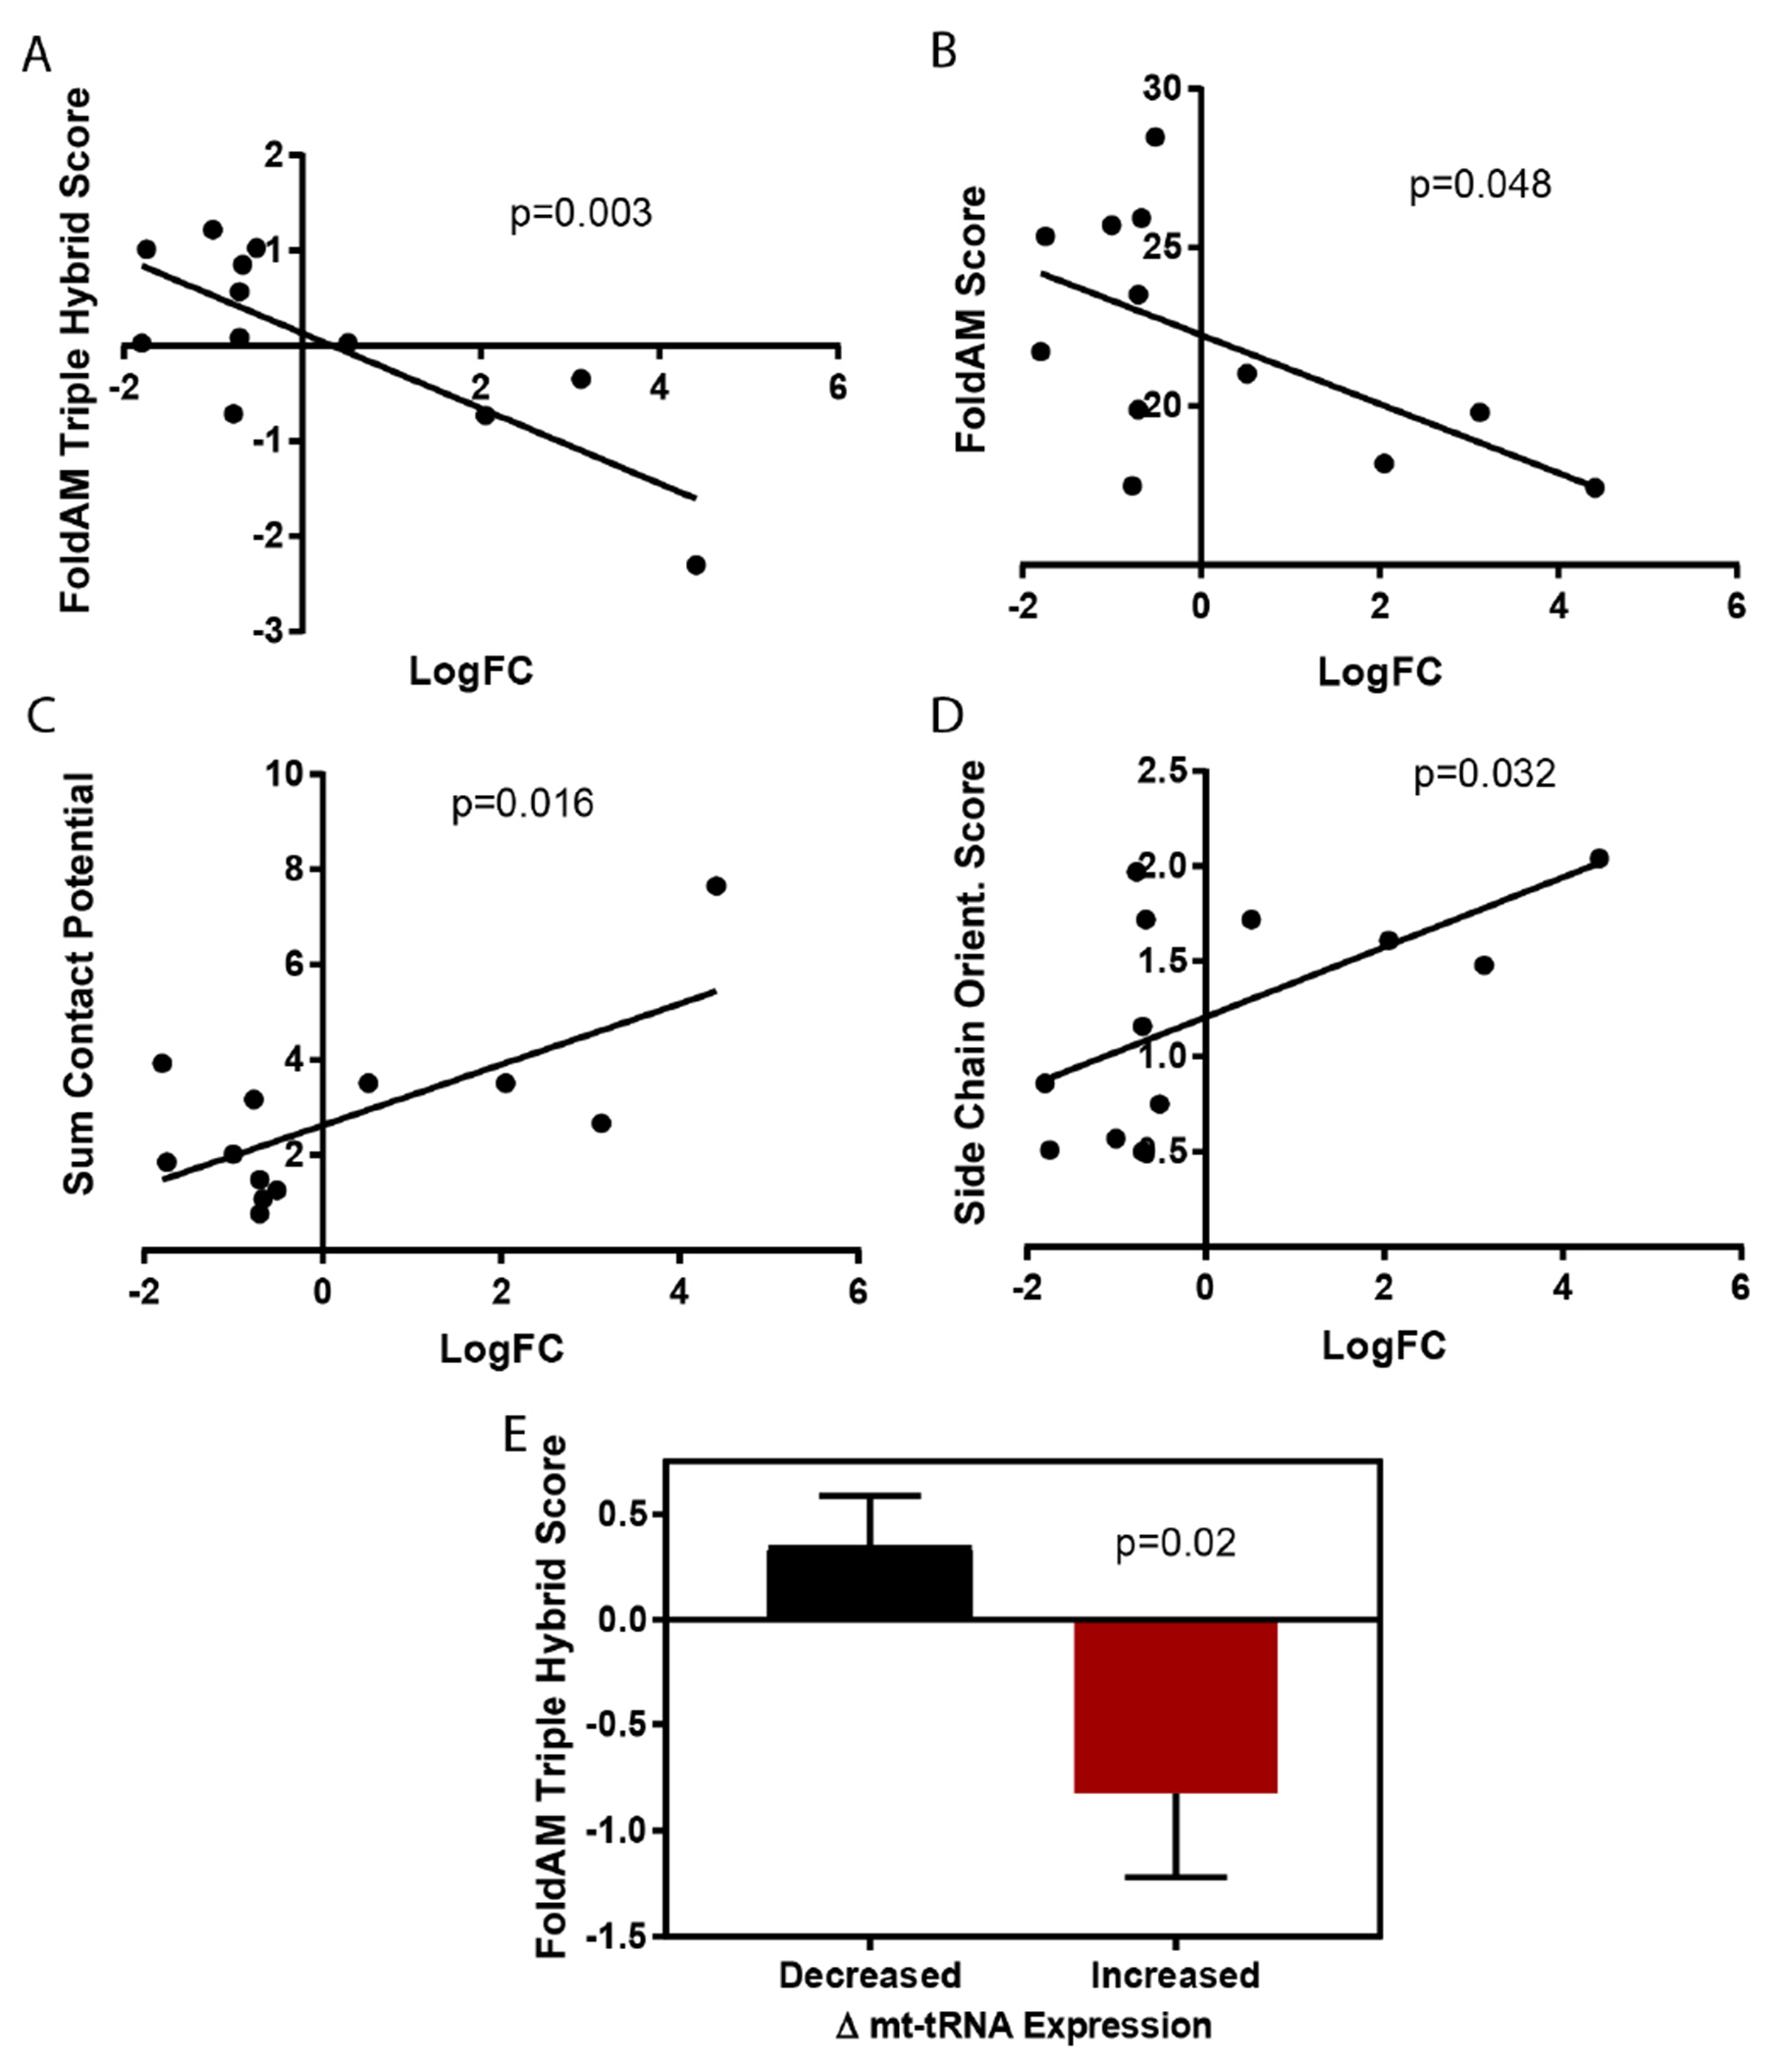
POLG-dependent changes in mt-tRNAs are negatively correlated with amino acid amyloidogenic potential. Log2FC values for significantly altered mt-tRNAs in the POLG mutant (X-axis) were plotted against a series of amino acid characteristic scores (Y-axis) used for predicting amino acid contributions to protein aggregation and beta-amyloid formation (A-D). Linear regression analysis confirms significant negative correlation with FoldAM triple hybrid and regular scoring criteria (A and B). There was a positive correlation with the AA’s sum contact potential value (C) and side chain orientation scores (D). These scores can be indicative of the AA’s propensity to mediate specific protein:protein interactions. As another validation, group analysis (*t*-test) confirmed lower FoldAM triple hybrid score for mt-tRNAs that showed significantly increased *vs*. decreased expression in the POLG mutant (E).

**Figure 5.**
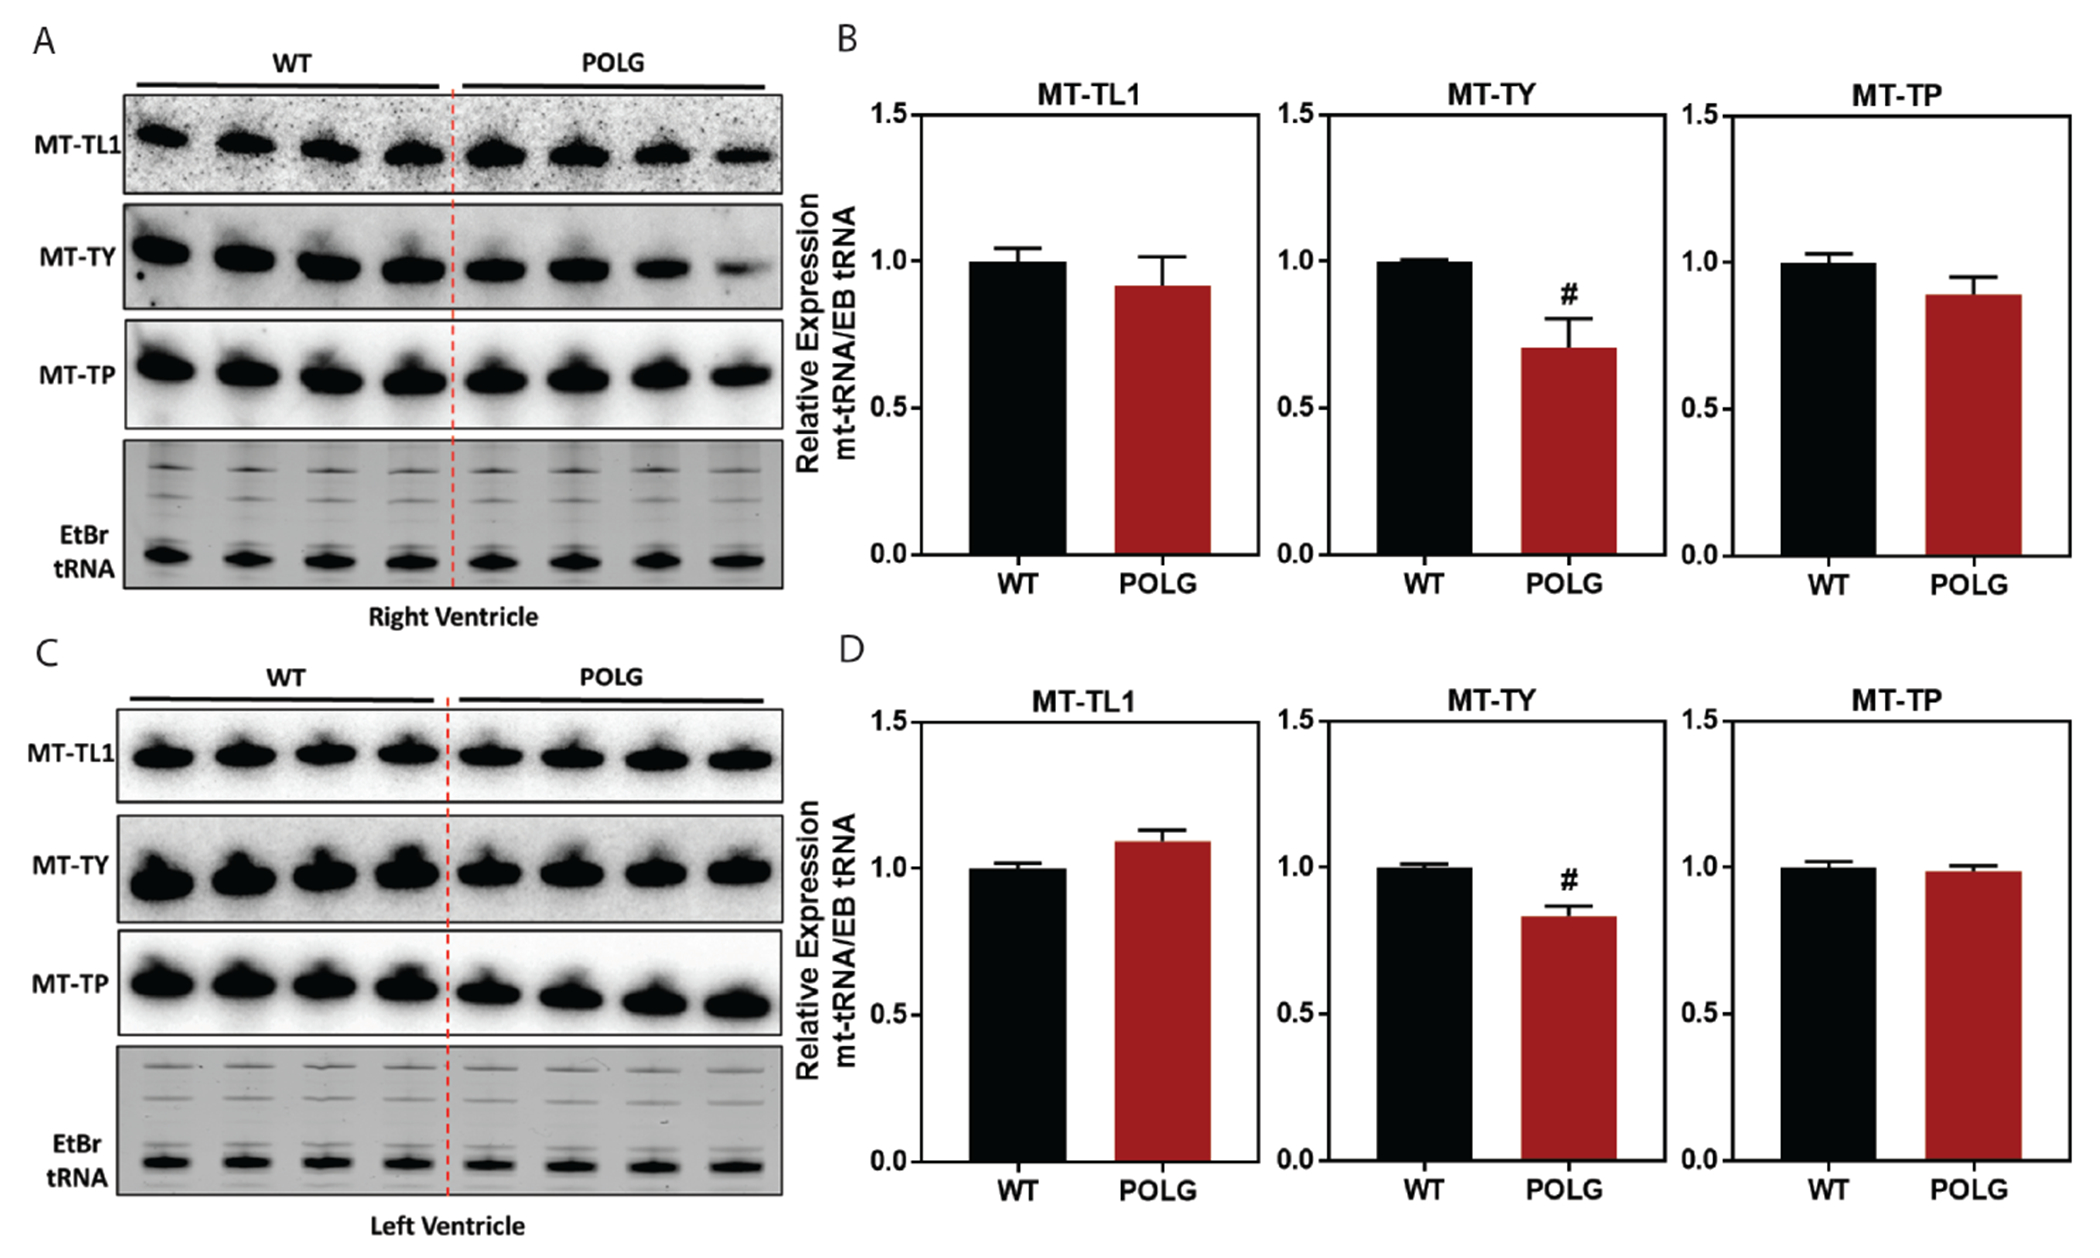
Northern blot analysis of candidate mt-tRNAs identified from RNA-seq analysis. Three mt-tRNAs were selected for measurement by northern blot in cardiac RV and LV tissue: (1)MT-TL1 (control, no change in RNA seq); (2) MT-TY (significantly decreased in RNA-seq); and (3) MT-TP (significantly increased in RNA-seq). In the RV, MT-TY showed significantly reduced abundance in the POLG mutant relative to WT controls (confirming RNA-seq finding) while MT-TP showed no change in abundance between the groups [Northern blots shown in (A) and quantified in (B)]. This pattern of mt-tRNA abundance between WT and POLG mutants was also present in the LV tissue (C and D).

## Data Availability

Raw and analyzed RNA-seq data for this study are available at the NCBI GEO repository under the accession number GSE199584. Supplementary Table 1 contains a spreadsheet with mitochondria-encoded gene expression values from this study.

How the deposited data were processed for this re-analysis (not part of the article)

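RNA was measured in right ventricles of 4 WT and 4 homozygous POLG D257A female mice, 1 library per mouse. The authors prepared poly(A) stranded libraries, sequenced them in paired ends on a NovaSeq, mapped the reads to mm10 with HISAT2 and computed FPKM per gene with StringTie. The submitters' processing notes also name cutadapt and FastQC. Versions of these tools are not given in the sources used here. The authors compared all genes with edgeR, and combined its p with a test per gene on the FPKM for the mitochondria-encoded genes. The deposited table holds FPKM for 55421 genes in 8 libraries, with 0.0001 in place of 0, beside the authors' ratio of the mean FPKM and the log2 of that ratio, which the authors computed from the FPKM. No column belonged to another sample. Libraries were assigned to genotypes by their labels and by the columns of the same name in Supplementary Table 1.

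FPKM are not counts, so no count test was run. The FPKM were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a trend in the prior variance, over genes with a mean of at least 1 FPKM. A gene passed at a Benjamini-Hochberg adjusted p under 0.05. The 37 mitochondria-encoded genes were also adjusted alone and compared by exact two-sided permutation of the 70 assignments of libraries. Tested on simulated data with 200 of 10236 genes changed, the step recovered 31% of the genes changed by a log2 of 0.5, 87.5% of those changed by 1 and 98% of those changed by 2. Of the genes that it called, 6.06%, 1.69% and 8.41% were unchanged ones, in 1 simulation each. The 200 changed genes were drawn from those with a mean above about 5 FPKM, so recovery of lower genes was not tested. The simulated noise was independent between genes, without a shift shared by libraries such as WT C and D. Gene sets (43 lists of mitochondrial genes, pathways and cell type markers written before the deposited data were examined, with the study's clusters among them) were tested with camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry. Of the 34 lists with at least 3 members tested, 18 passed camera with the preset correlation and none with an estimated correlation (smallest adjusted p = 0.220). With fry, which does not compare a list with other genes, 2 moved up on balance and 13 down. The 18 and the 13 include the lists of mt-Th, mt-Ts2 and mt-Tl2 and of mt-Tw to mt-Ty. The study drew these lists from these same libraries, so they are no independent evidence. Genes were named by a rule set before the data were examined: all 37 mitochondria-encoded genes (whose values in Supplementary Table 1 had been seen), the 12 largest rises and the 12 largest falls among other genes that passed, with a mean of at least 5 FPKM and no overlap between the groups, and up to 4 members of each list with the smallest adjusted p. Not every gene that this rule selects is reported here.

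Relations along the mitochondrial genome, between promoters and with amino acid scores were computed in Python 3.11.15 with numpy 2.4.6, by 100000 resamples or by exact enumeration. The relation to the scores was set before the deposited data were examined, but the scores were read by eye from Figure 4A and Figure 4B after the fold changes had been seen, and those of Figure 4C and Figure 4D were not used. Gene positions come from the GENCODE annotation of mm10. The depth per library, from 13.5 to 22.7 M fragments, was estimated from the spacing of the lowest FPKM. It is rough, because 24.8% to 34% of the low values used lay within 2% of a whole number of fragments, and whole reads could not be recovered. mt-tRNAs at about 10 FPKM rest on few fragments, such as 8.36 for mt-Tf in WT C.

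The alternatives tried were pseudocounts of 0.1 and 5, no filter and a filter at 5 FPKM, scaling to nuclear-encoded genes, to the 13 mitochondria-encoded mRNAs and by median ratio, quantile normalization, no trend, a robust prior, library weights, the permutation test per gene, the log2 of the ratio of mean FPKM, and leaving out each library in turn. Northern blots were not analysed here.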

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

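The tests of other splits of the libraries, of mitochondrial DNA, of light strand transcript, of the WT libraries C and D, of ribosomal RNA carried through poly(A) selection, of read depth and of reads given to neighbours were chosen only after the results were seen.

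Of 76 groups of 4 libraries, 8 held a library far from the other 3, where chance gives about 3.8, by the size of its gap to the next library relative to the range of the group. For genes the gap and the range were taken on log2(FPKM + 1), so the gaps below do not follow from the FPKM beside them. In WT C, mt-Tm was at 4020 FPKM (4019.9 before rounding) against at most 972 FPKM in the other WT libraries (gap 0.847 of the range), mt-Tq was at 1198 FPKM against at most 325 FPKM (gap 0.859), mt-Nd2 was at 19931 FPKM against at most 16481 FPKM (gap 0.871), and mt-Tw was low at 415 FPKM (gap 0.868); these 4 genes follow each other between 3772 and 5016 on chromosome M of mm10. In WT D, mt-Tv was low at 12.2 FPKM (gap 0.831) and mt-Tp was low at 283 FPKM (gap 0.874). In POLG, mt-Tw was high in F at 469 FPKM (gap 0.872) and mt-Tp low in G at 4020 FPKM (4019.93 before rounding; gap 0.836).

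Among nuclear-encoded genes, for which the paper refers to earlier work, 67 were higher and 211 lower in POLG at an adjusted p under 0.05 from limma. Of the 35 splits of the 8 libraries into 4 and 4, only the real split, 1 of 35, gave 288 called genes, and the highest of the others gave 2. For the mitochondria-encoded genes the real split, again 1 of 35, gave 10 and the highest other 0, and for the mt-tRNAs 1 of 35 gave 9 and the highest other 0. A share of 1 of 35 is the smallest that 4 against 4 libraries allow. The other splits mix the genotypes, which adds any genotype difference to the spread within groups and lowers their counts. The splits therefore do not exclude chance for these 3 counts, which also share genes.

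mt-Tp and mt-Tt, which lie side by side on opposite strands, had the largest rises in POLG. Mitochondrial DNA in the libraries would cover both strands alike. The gain of mt-Tp (6569 FPKM) over that of mt-Tt (221 FPKM), a ratio of 29.7, argues against DNA as the source of most of the mt-Tp gain. The ratio cannot test DNA for mt-Tt, whose whole gain an equal gain of both genes could give. The paper places these genes close to an area that may gather control region multimers or copy number variants in the mutant, which was not tested here. For mt-Tp, a rise of the light strand transcript as a whole is argued against by the other 8 light strand genes, whose median log2 fold change was -0.46. mt-Tt lies on the plus strand, so these genes do not bear on its rise. A transcript limited to the part of the light strand nearest its promoter, and the change in tRNA modification and cDNA synthesis that the paper proposes, may each still account for mt-Tp and stay open, as untested. The paper's northern blots, which were not analysed here, did not find a significant change of this tRNA, which bears on whether the RNA itself rose.

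mt-Rnr1 and mt-Rnr2 had higher FPKM in every POLG library, but WT C and D were lower than WT A and B. Without C and D the mean log2 fold change of both genes was 0.41 (standard error 0.12), 45.6% of the 0.90 over all 8 libraries, which argues against these libraries as the whole cause. More ribosomal RNA of every kind carried through poly(A) selection was set against a cytosolic rRNA locus (CT010467.1, chromosome 17 of mm10 from 39846353 to 39848827). The log2 ratio of mitochondrial to cytosolic rRNA was 0.75 higher in WT A and B than in C and D, with an SD of 0.15 in POLG. It was -0.0054 in WT A and 0.41 in WT B, a wider spread than that SD, against -0.62 in C and -0.48 in D. This argues against such carry-over for C and D, though on 2 libraries a side. Between POLG and WT A and B that ratio differed by -0.040 (standard error 0.22) while the locus itself was higher in POLG by a log2 of 0.44, as carried-over rRNA could give. Without C and D a list of RNAs that mostly lack a poly(A) tail did not move on balance (fry, up, adjusted p = 0.495). In that setting, with 2 WT libraries left, only 2 of 34 lists passed fry, so this does not exclude a rise of such RNAs. The genotype stays open beside carried-over rRNA, as untested.

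mt-Ts2 was near 0 in 6 of 8 libraries and at 385 FPKM in WT A and 297 FPKM in WT D. Low depth is argued against by the 283 fragments or more that these values stand for, against at most 0.417 in the other 6. Reads given to the neighbouring mt-Th and mt-Tl2 cannot be told apart from a true absence, because the summed FPKM of these genes in WT B and C differed from that in WT A and D by -8.55 with a standard error of 192, where 341 would be needed. Because 2 WT libraries were near 0 as well as all 4 POLG libraries, the genotype is not tied to the pattern and stays open.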

How the results depend on the processing

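The alternative without WT libraries C and D, the one with chromosome 1 copies added to their mitochondrial genes, and the comparison of triple hybrid scores between higher and lower mt-tRNAs were chosen after seeing the data; the other alternatives were set before the data were examined. No paired analysis was possible because the WT and POLG libraries share no replicate labels. The cause of a change with the setting was not tested unless it lies in fewer genes or fewer libraries.

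Of the 10 mitochondria-encoded genes called, mt-Tp, mt-Tt, mt-Th, mt-Tl2 and mt-Ta were called under all 23 alternatives, counting the log2 of the ratio of mean FPKM, which has no test, by its size. mt-Tn was called under 22 of the 23, mt-Tc under 20, mt-Ts1 under 10, mt-Ty under 9 and mt-Co1 under 7, and none reversed. The count of 10 was 6 with no filter on low values, 19 by the exact permutation test per gene (unadjusted), 6 to 9 without 1 library and 5 without WT C and D. The 9 mt-tRNAs called were 6 to 9 without 1 library and 5 without WT C and D. All genes called, 288, were 77 with no filter, 474 with library weights, 165 with scaling to the 13 mitochondria-encoded mRNAs, 43 (without WT D) to 178 (without WT B) without 1 library and 28 without WT C and D. The 18 gene lists called by camera with a preset correlation were 11 with a filter at 5 FPKM. With fry 2 lists moved up and 13 down, and these counts were 4 and 3 after median ratio scaling, 4 and 8 after quantile normalization, 2 and 8 with a filter at 5 FPKM, 2 or 3 and 7 to 13 without 1 library, and 0 and 2 (the lists of mt-Th, mt-Ts2 and mt-Tl2 and of mt-Tw to mt-Ty) without WT C and D. Those last 2 lists were drawn by the study from these same libraries.

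The location similarity of 0.34 passed its test as 0.40 on the log2 of the ratio of mean FPKM. It also passed as 0.47 on fold changes in place of ranks and as 0.41 without WT C and D. The 0.47, in which the largest fold changes weigh most, was not recomputed without mt-Tp, mt-Tt or mt-Ts2. On ranks the location similarity was 0.25 without mt-Tp and mt-Tt (permutation test, p = 0.166). Without 1 library it ranged from 0.31 to 0.40 and passed without WT B, WT D or POLG G. The correlation with the score of Figure 4B was -0.43 without mt-Tp and mt-Tt and -0.59 to -0.57 without 1 library, where it failed without POLG H; that with the triple hybrid score was -0.52 without mt-Tp and mt-Tt. The difference in triple hybrid score was -0.86 (-0.855 before rounding) without these 2. The difference in mitochondrial share of summed FPKM was -0.60 percentage points without the 2 ribosomal RNAs.

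Signs reversed only for genes that did not pass the test over all 8 libraries; of these mt-Tm passed without WT C (0.67, adjusted p = 0.0301). After median ratio scaling the log2 fold changes were 0.10 for mt-Nd4, 0.12 for mt-Nd4l, 0.014 for mt-Atp6 and 0.12 for mt-Tq. mt-Co2 was at -0.011 after scaling to nuclear-encoded genes and -0.097 after quantile normalization, where mt-Tq was at 0.13. With library weights mt-Tf was at -0.040 and mt-Tq at 0.20. Without WT C and D the values were 0.017 for mt-Nd4, 0.026 for mt-Nd4l, -0.038 for mt-Tf, -0.17 for mt-Tl1 and 0.50 for mt-Tq. Without 1 library mt-Nd4 ranged from -0.043 to 0.0087, mt-Nd4l from -0.027 to 0.037, mt-Tm from -0.13 to 0.67, mt-Tk from -0.012 to 0.20, mt-Tf from -0.16 to 0.27 and mt-Tq from -0.22 to 0.51. Of the other values for mitochondria-encoded genes 753 stayed on their side of the threshold, 22 moved past it, 47 fell short of it and 1 without a test moved, and of those for named nuclear-encoded genes 313 stayed and 143 fell short.

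The rough depth per library limits mt-tRNAs of about 10 FPKM, which rest on few fragments.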

Differences from the paper's values

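No test in this part was chosen after its own result was seen, but the values of the 37 mitochondria-encoded genes in Supplementary Table 1 had been seen. The paper gives 17 of the 37 mitochondria-encoded genes as changed, and 10 passed here, at other thresholds: the paper used the p of a test per gene on the FPKM together with the p of its count test, and here limma's adjusted p under 0.05 was used. Of the alternatives set before the deposited data were examined, a filter at 5 FPKM (13 genes), library weights (12 genes) and the exact permutation test per gene (19 genes) come within 1.5 times of the paper's count. The pseudocounts of 0.1 and 5, no filter, the scaling to nuclear-encoded genes and to mitochondria-encoded mRNAs, median ratio scaling, quantile normalization, no trend, the robust prior and every left-out library do not. The paper's stated thresholds applied to the p values of its Supplementary Table 1 give 15 genes, which are 12 mt-tRNAs with mt-Rnr1, mt-Rnr2 and mt-Nd5, and not mt-Co1 or mt-Cytb.

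The genes that the paper names as changed and that did not pass here over all genes are mt-Rnr1, mt-Rnr2, mt-Nd5, mt-Cytb, mt-Ti, mt-Tr and mt-Tw, and all 7 passed when adjusted over the 37 genes alone. The exact permutation test per gene calls all of them except mt-Tw. mt-Rnr1 also passed without WT B. mt-Nd5 also passed with a filter at 5 FPKM, and so did mt-Cytb and mt-Ti. mt-Cytb further passed with a pseudocount of 5, with scaling to nuclear-encoded genes or to mitochondria-encoded mRNAs, with quantile normalization and with library weights, which also called mt-Ti and mt-Tw. mt-Tw also passed without WT C.

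The paper's log2 fold change of mt-Tm is -0.26, and that here is 0.12. The log2 of the ratio of mean FPKM, set before the deposited data were examined and the measure of the paper's table, gives -0.26. The values without WT A (-0.011), WT B (-0.13) or WT D (-0.054) have the paper's sign, and the other alternatives do not. The paper's log2 fold change of mt-Ts2 is -8.98 and that here is -4.02. The log2 of the ratio of mean FPKM gives -8.98, and no other alternative comes within the paper's value.

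The paper describes a pattern by location for the changed mt-tRNAs. Of the 22 neighbouring pairs of mt-tRNAs 14 shared a sign, and the similarity of neighbours did not pass its test on ranks (permutation test, p = 0.0649). It did on the fold changes themselves (permutation test, p = 0.00544), where the few largest fold changes, such as those of mt-Tp, mt-Tt and mt-Ts2, weigh most.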

Other observations

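The comparison of fold changes with hydropathy was set before its result was seen, though the paper's values for the mt-tRNAs had been seen. The leaving out of WT C and D was chosen after the result was seen.

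Some nuclear-encoded genes of fatty acid oxidation and of red blood cells were higher in POLG, and some of complex IV and of ventricular cardiomyocytes lower, in limma at an adjusted p under 0.05, while no list passed camera with an estimated correlation, which compares a list with the other genes. With fry, which makes no such comparison, fatty acid oxidation (adjusted p = 0.0138) and the erythroid genes (adjusted p = 0.0138) moved up on balance and complex IV (adjusted p = 0.0114) and the cardiomyocyte markers (adjusted p = 0.00874) down. After median ratio scaling fry passed only the first 2 of these 4 lists (adjusted p = 0.0447 and 0.0225, against 0.125 for both others), and without WT C and D none. The median log2 fold change of all genes tested was -0.087. Of 24 genes of fatty acid oxidation, 3 were higher and none lower (13 higher and 1 lower when adjusted over the list alone; adjusted p = 0.220 with an estimated correlation). Among them were the oxidation enzyme Decr1 (0.55, adjusted p = 0.0267) and the fatty acid binding protein Fabp3 (0.47, adjusted p = 0.0302). Of 5 erythroid genes 4 were higher (5 when adjusted over the list alone; adjusted p = 0.220 with an estimated correlation): Alas2, the heme synthesis enzyme of erythroid cells, and the globins Hba-a1, Hba-a2 and Hbb-bt, with log2 fold changes of 1.58, 1.44, 1.39 and 1.35. Hba-a1 was at 418 ± 146 FPKM in WT and 1105 ± 258 FPKM in POLG (SD, n = 4 each). Of 12 nuclear-encoded subunits of complex IV 3 were lower (6 when adjusted over the list alone; adjusted p = 0.381 with an estimated correlation), Cox6a2 (-0.42, adjusted p = 0.00628), Cox7a1 (-0.58) and Cox7c (-0.35). The glucose transporter Slc2a4 (-0.83) and the hexokinase Hk2 (-0.89) were the 2 lower of 19 glycolysis genes (2 higher and 5 lower when adjusted over the list alone), of which 10 had log2 fold changes above 0 and 9 below 0. Of these 2 only Slc2a4 stayed lower with no filter and without WT A, WT D, POLG E or POLG G, and neither without both WT C and D, while 1 glycolysis gene was higher after median ratio scaling or with library weights and 2 after quantile normalization. Of 12 ventricular cardiomyocyte markers Tnni3 (-0.57) and Myh6 (-0.61) were lower (5 when adjusted over the list alone; adjusted p = 0.370 with an estimated correlation), while the skeletal actin Acta1 rose by a log2 of 2.03 (adjusted p = 0.0339). The call for Acta1 ended with no filter and without WT C, WT D or any single POLG library (adjusted p from 0.0505 to 0.0909), and its log2 fold change was 1.34 without both WT C and D (adjusted p = 0.0271). Other large falls were in the water channel Aqp1 (-1.62), the carboxylesterase Ces1d (-1.46), the Myh7-associated long non-coding RNA Mhrt (-1.42) and the small heat shock protein Hspb6 (-1.13, 253 ± 8.72 to 116 ± 10.1 FPKM, SD, n = 4 each), and other large rises in Scd4 (2.46) and Mgll (1.67). Leaving out any single library changed the number that passed to between 0 (without WT D or POLG E) and 5 for fatty acid oxidation, between 0 (without WT C, WT D, POLG E, POLG G or POLG H) and 4 for the erythroid genes, and 1 or 2 for complex IV and for the cardiomyocyte markers. After median ratio scaling 1 of complex IV (Cox7a1) and 1 cardiomyocyte marker (Tnni3) stayed lower, with median log2 fold changes of -0.17 and -0.16, and after quantile normalization 1 of complex IV. With no filter no gene of fatty acid oxidation or of the erythroid list passed, and 1 of complex IV and 1 cardiomyocyte marker did. Without both WT C and D, which hold atrial RNA such as Myl7, none of the genes of these 4 lists passed. Their median log2 fold changes were then 0.24, 1.39, -0.22 and -0.17, against 0.25, 1.39, -0.29 and -0.28 with all 8 libraries.

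The paper gives 23 proteins as increased in POLG mutants and describes post-transcriptional activation of mitochondrial proteins, which mRNA values do not test. Of the mRNAs of these 23, none passed here over all genes tested (1 higher and 4 lower when adjusted over the list alone), and 20 of the 23 log2 fold changes were below 0. As a list they moved down on balance with fry (adjusted p = 0.0437), but not after median ratio scaling (0.666), quantile normalization (0.170) or scaling to nuclear-encoded genes (0.0637), with a filter at 5 FPKM (0.0662), without WT B, C or D or POLG E, F or H (0.0567 to 0.105), or without both WT C and D (0.190), and did not pass camera with an estimated correlation (adjusted p = 0.642). The median log2 fold change of this list was -0.14, and -0.040 after median ratio scaling, where 1 was higher; 1 was lower with a pseudocount of 5 or a robust prior, 2 were lower with a filter at 5 FPKM, and 1 was higher and 2 lower with library weights. The lists of mitochondrial chaperones and proteases (19 genes; 1 higher and 2 lower when adjusted over the list alone) and of the integrated stress response (15 genes; none when adjusted over the list alone; adjusted p = 0.220 with an estimated correlation) held no gene that passed. The integrated stress response list did pass camera with the preset correlation (up, adjusted p = 0.00116). With fry it did not (up, adjusted p = 0.0985), but it did with no filter (0.00776), after median ratio scaling (0.0447) or quantile normalization (0.0318) and without each WT library (0.0191 to 0.0416). In the integrated stress response list 1 gene was higher with no filter, after median ratio scaling or quantile normalization, without each WT library and without WT C and D, and in the chaperone and protease list 1 was higher without WT B and 1 lower with a filter at 5 FPKM. Mthfd2, an enzyme of mitochondrial folate metabolism below the filter, was singled out after its values were seen: it was at 0.215 to 0.377 FPKM in WT and 1.31 to 1.98 FPKM in POLG. With no filter on low values Mthfd2 was higher (log2 fold change 1.01, adjusted p = 0.0176), as it was without each WT library. The filter used the mean of the libraries kept, so leaving out a WT library, where Mthfd2 is low, let it in. Its calls and the fry calls of the list without each WT library are therefore no evidence of robustness. Median ratio scaling and quantile normalization kept the filter of all 8 libraries, so the gene called there was another. Of 18 mtDNA replication and transcription factors, all with log2 fold changes below 0, Endog was lower (-0.40, adjusted p = 0.0401; 4 lower when adjusted over the list alone; adjusted p = 0.487 with an estimated correlation and 0.0174 for movement down with fry). The fry call of the list ended with a filter at 5 FPKM (0.0548), without WT D (0.0515) and without both WT C and D (0.147). The call for Endog ended after median ratio scaling (adjusted p = 0.0741), with no filter, without any single library and without WT C and D.

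Hypothesis: mt-tRNA fold changes follow the hydropathy of the partner amino acid. Over the 22 mt-tRNAs Pearson r with the Kyte-Doolittle scale was -0.17 (permutation test with 100000 resamples, p = 0.447) and Spearman rho was -0.18 (p = 0.409), and without mt-Ts2 and mt-Tp, the farthest from the median fold change, r was -0.21 (p = 0.386). With 22 mt-tRNAs, a p above the threshold does not exclude a weak relation.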
